# Relating past and present diet to phenotypic and transcriptomic variation in the fruit fly

**DOI:** 10.1186/s12864-017-3968-z

**Published:** 2017-08-22

**Authors:** Christina M. May, Bas J. Zwaan

**Keywords:** Predictive adaptive response, Silver spoon hypothesis, Phenotypic plasticity, Longevity, Ribosome, Transcription

## Abstract

**Background:**

Sub-optimal developmental diets often have adverse effects on long-term fitness and health. One hypothesis is that such effects are caused by mismatches between the developmental and adult environment, and may be mediated by persistent changes in gene expression. However, there are few experimental tests of this hypothesis. Here we address this using the fruit fly, *Drosophila melanogaster*. We vary diet during development and adulthood in a fully factorial design and assess the consequences for both adult life history traits and gene expression at middle and old age.

**Results:**

We find no evidence that mismatches between developmental and adult diet are detrimental to either lifespan or fecundity. Rather, developmental and adult diet exert largely independent effects on both lifespan and gene expression, with adult diet having considerably more influence on both traits. Furthermore, we find effects of developmental diet on the transcriptome that persist into middle and old-age. Most of the genes affected show no correlation with the observed phenotypic effects of larval diet on lifespan. However, in each sex we identify a cluster of ribosome, transcription, and translation-related genes whose expression is altered across the lifespan and negatively correlated with lifespan.

**Conclusions:**

As several recent studies have linked decreased expression of ribosomal and transcription related proteins to increased lifespan, these provide promising candidates for mediating the effects of larval diet on lifespan. We place our findings in the context of theories linking developmental conditions to late-life phenotypes and discuss the likelihood that gene expression differences caused by developmental exposure causally relate to adult ageing phenotypes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3968-z) contains supplementary material, which is available to authorized users.

## Background

The quality or quantity of available nutrition is a major factor affecting the life history of an organism [1, 2]. The reigning paradigm for studying the effects of nutrition on life histories has been to manipulate diet quality or quantity in a single life stage (e.g. [3–5]). However, in natural settings, organisms are likely to experience environmental variation across multiple life stages [6]. Furthermore, the phenotypic changes that result from environmental conditions in an earlier life stage can potentially influence the range of possible phenotypic responses in later stages (reviewed in [7, 8]). Given the current swift pace of global environmental change, many organisms, including humans, are likely to encounter adult environments markedly different to those in which they developed, highlighting the importance of a more comprehensive understanding of how developmental and adult diets interact [9].

Theories that attempt to link developmental and adult dietary conditions to adult phenotypic variation include the silver spoon [10], the developmental programming [11], and the predictive adaptive response hypotheses [12, 13]. The silver spoon hypothesis proposes that developmental diet affects the overall quality of an individual independent of the adult environment experienced [10]. Thus individuals that develop under poor conditions become poor quality adults with a disadvantage across adult environments, while the opposite is true of individuals that develop under good conditions. For example, water pythons (*Liasis fuscus*) that hatch in seasons with abundant available prey maintain higher growth rates across their lifespan relative to those hatched when prey was scarce [14]. Similar effects have been observed across a broad range of taxa including birds, insects, and mammals [7, 8, 14, 15].

The developmental programming and predictive adaptive response hypotheses propose that the effect of developmental conditions will be dependent on subsequent adult conditions. In the case of developmental programming, individuals make changes to adapt to the current developmental environment which persist into adulthood [11]. If such changes are (largely) irreversible and the adult environment is markedly different from the developmental environment, individuals may be maladapted to their adult environment and have decreased fitness. The PAR hypothesis differs in that the phenotypic changes made during development are not made to adapt to the current environment, but rather in response to cues about the predicted adult environment. The most widely cited example comes from the meadow vole, *Microtus pennsylvanius*. In response to day length, pregnant vole dams emit a hormonal signal that serves as a cue about the season in which the pups will be born. Short day-length cues induce vole pups to develop thicker coats, which will presumably benefit them in winter, while long day-length cues lead to thinner coats [16]. This is considered a PAR because while the differences in coat-length exist at birth, temperatures in utero and in the den remain largely stable year round, and thus the benefit of a thicker (or thinner coat) is only realized once the pup leaves the den [12]. Similar PARs have been proposed to underlie the increased risk of heart disease and other unfavorable metabolic traits in humans born with low birth weight, a proxy for poor nutrition in utero [17–19]. Proposed adaptations include reduced muscle mass, insulin resistance, and a predisposition for storing food as central abdominal fat [20]. It is argued that such changes would be beneficial in a poor quality adult environment, but detrimental in a high-quality one (i.e. a “matched” and “mismatched” environment, respectively).

At a physiological level, developmental conditions can influence adult phenotypes by changing overall size [21], by altering relative investment into different tissues or functions (e.g. [22–24]), and/or by permanently modulating patterns of gene expression. In all cases, these effects are expected to manifest themselves as changes in gene expression at the level of the whole organism. In fact, in the case of predictive adaptive responses (PARs) it is often hypothesized that gene expression changes per se may be the principal cause of long-term phenotypic effects, rather than just being a read-out of past changes [25, 26]. Despite the potential importance of gene expression changes in modulating long-term effects of developmental diet, this area is only beginning to be explored. For example, a restricted-protein maternal diet strongly induces the expression of the transcription factor PPARα at six days of age in rats [27], while in the fruit fly, *Drosophila melanogaster*, high protein larval diets increase the expression of several immune genes in young adults [28]. Furthermore, the expression of hundreds of genes is altered in sexually mature *Drosophila mojavensis* depending on developmental host cactus species and length of development [29]. These studies show that developmental conditions can influence gene expression into adulthood, however, as they focus on gene expression in young or middle-aged adults and in a single adult environment without concomitant measures of fitness-related traits, several open questions remain. These include whether such effects persist into late-life, whether they are dependent on adult conditions as predicted by the PAR and programming hypothesis, and whether they are related to adult phenotypic variation.

To address these unanswered questions we used the fruit fly, *Drosophila melanogaster,* as a model to understand how mismatches between developmental and adult diet influence adult phenotypes and gene expression. To this end, we varied the caloric content of both developmental and adult diet 10-fold in a three-by-three full factorial design (Fig. 1), and assessed gene expression at middle and old-age. Because there is considerable evidence that phenotypic responses to diet tend to be sex-specific (e.g. [30]), we phenotyped both male and female lifespan, and female fecundity. This approach had three aims: first, to classify the nature of the phenotypic relationship between developmental and adult diet in the fruit fly, which to our knowledge has not yet been assessed; second, to determine whether and how much developmental diet affects gene expression into middle and old-age, and third, to determine whether there was any discernible link between developmentally-induced changes in gene expression and the adult phenotype. We measured gene expression profiles in whole bodies because there was no a priori hypothesis about which tissues and functions would be involved and lifespan is likely determined by more systemic expression variation.

**Fig. 1:**
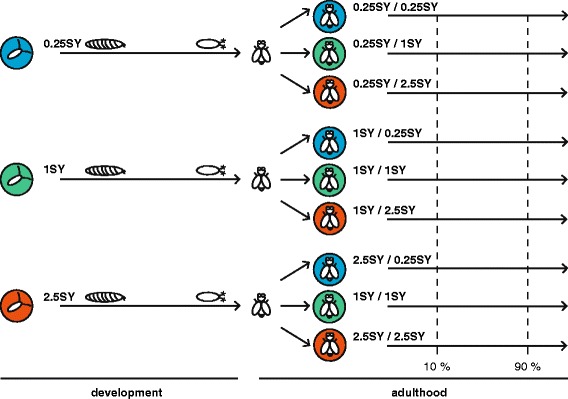
Experimental design. Eggs developed from larvae to adults under three diets, 0.25SY, 1SY and 2.5SY, that differed only in their concentrations of sugar and yeast. Emerging adults were immediately divided across these same three diets resulting in a total of nine different treatment groups. Gene expression was measured on virgin flies sampled when 10% (middle age) and 90% (old age) of the treatment cohort had died

## Results

### Phenotypic variation is driven by adult diet, but consistently modified by larval diet

We first assessed the extent to which developmental and adult diet affected key adult fitness components. We measured mated and virgin lifespan (both sexes) and mated fecundity (females only). To do so we raised larvae on three diets and randomly distributed the emerging adults across these same three diets in a full factorial design (Fig. 1). The diets were obtained by relative dilution of the sugar (S) and yeast (Y) of our standard laboratory diet (1SY: 70 g sugar, 100 g yeast, 20 g agar, 15 mL nipagin solution and 3 mL propionic acid per liter of water) by 0.25 times (0.25SY) and 2.5 times (2.5SY) times respectively, representing a 10-fold change in sugar and yeast concentration. The three diets are referred to throughout as 0.25SY, 1SY and 2.5SY.

In both sexes, most of the variation in virgin lifespan was attributable to adult diet (Table 1). For females, lifespan peaked on the 1SY adult diet (Fig. 2a), while for males, lifespan increased with increasing adult diet (Fig. 2b). Larval diet, by contrast, explained a smaller, though still highly significant proportion of the variation in virgin lifespan (Table 1). The 0.25SY larval diet tended to increase lifespan across adult diets, while the 2.5SY larval diet decreased it (Fig. 2a,b; *p*-values for all pairwise comparisons between larval diets given in Additional file 1: S1). There was a weak interaction between larval and adult diet in both sexes (Table 1) such that on the 0.25SY adult diet, while the absolute pattern of lifespan differences between larval diets was similar (i.e. 0.25SY > 1SY > 2.5SY) the magnitude of the difference was smaller and did not reach significance for all pairwise contrasts (Additional file 1: S1).

**Table 1:** Analysis of deviance for each phenotype, indicating the relative effect size of adult diet, larval diet and their interaction per sex relative to the null model with no factor effects

Phenotype	Sex	Factor	Log likelihood	χ2	df	*p* value
Virgin Lifespan	Female	Null model	−22,555.16			
		Adult diet (A)	−21,754.99	1600.34	2	<0.001
		Larval diet (L)	−21,679.02	151.94	2	<0.001
		A * L	−21,667.75	22.53	4	<0.001
	Male	Null model	−19,930.17			
		Adult diet (A)	−19,757.87	282.18	2	<0.001
		Larval diet (L)	−19,898.96	62.42	2	<0.001
		A*L	−19,747.86	20.01	4	<0.001
Mated Lifespan	Female	Null model	−4927.58			
		Adult diet (A)	−4894.87	65.42	2	<0.001
		Larval diet (L)	−4893.09	3.55	2	0.171
		A * L	−4886.69	12.79	4	0.012
	Male	Null model	−3919.84			
		Adult diet (A)	−3916.34	3.77	2	0.151
		Larval diet (L)	−3918.23	3.23	2	0.200
		A*L	−3911.46	9.74	4	0.045
Early Fecundity	Female	Adult diet (A)		3100.10	2	<0.001
		Larval diet (L)		94.98	2	<0.001
		A * L		4.49	4	0.343
Late Fecundity	Female	Adult diet (A)		8461.28	2	<0.001
		Larval diet (L)		91.94	2	<0.001
		A * L		53.53	4	<0.001

For Cox proportional hazard models and GLMs with Poisson distribution the chi-squared test is most appropriate

**Fig. 2:**
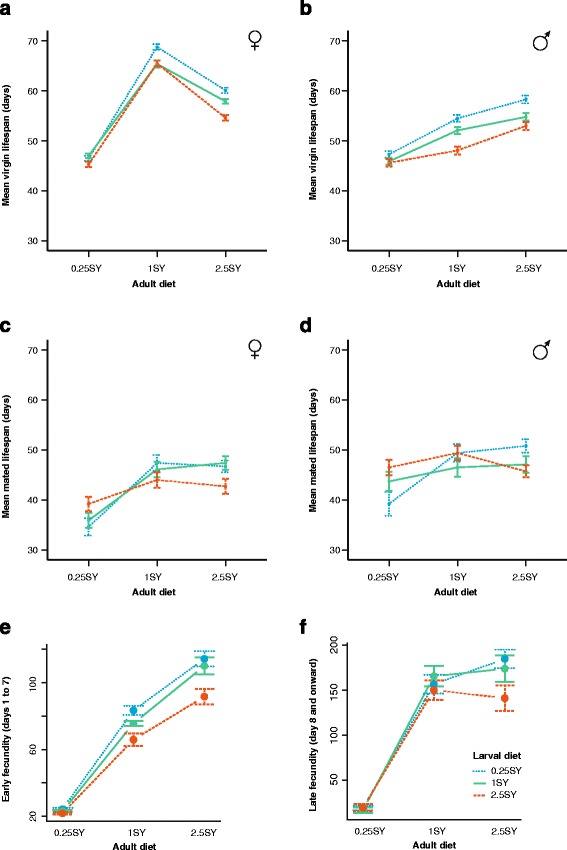
Responses of adult life history traits to adult diet (along x-axis) and larval diet (indicated by colour coding). Mean female (**a**) and male (**b**) virgin lifespan. Mean female (**c**) and male (**d**) mated lifespan. Mean early (**e**) and late (**f**) mated female fecundity. Early fecundity (**e**) encompasses total fecundity from days one to seven of adult life, while late fecundity (**f**) is the total fecundity from day seven to the end of reproduction. All values are means ± standard error

Mated fecundity also depended primarily on the adult diet (Table 1), both early (Fig. 2e) and late in life (Fig. 2f). In the first week of life, adult diet and larval diet both affected fecundity independently but with opposing effects: increasing adult diet increased fecundity across all larval diets (all *p* values <0.0001), while increasing larval diet decreased fecundity across all adult diets (all *p* values <0.01,Fig. 2e). After the first week of adult life, however, the differences in fecundity between larval diets disappeared on the 0.25SY and 1SY adult diets (all *p*-values >0.05), but persisted on the 2.5SY adult diet (all *p*-values <0.02; Fig. 2f), resulting in a significant interaction between larval and adult diet in determining late fecundity (Table 1).

Mated lifespan was much less sensitive to larval and adult diet and showed considerably more variability than virgin lifespan, though it is noteworthy that the cohort size was smaller for the mated flies (100 flies per combination of sex and larval diet for mated lifespan versus 900 flies for mated lifespan; Table 1). In males, adult diet had no overall effect on lifespan, while in females the 0.25SY adult diet shortened lifespan (Females: Fig. 2c; Males: Fig. 2d). In addition, larval diet affected mated lifespan in each sex only under particular adult diets (Additional file 1: S1). Flies raised on the 2.5SY larval diet and subsequently transferred to the 2.5SY adult diet (2.5SY / 2.5SY) had decreased mated lifespan relative to 0.25SY / 2.5SY and 1SY / 2.5SY flies in both sexes (Females: Fig. 2c; Males: Fig. 2d; Additional file 1: S1). In females they also had decreased lifespan under 1SY adult conditions (Fig. 2c; Additional file 1: S1).

Overall, there was no evidence that fitness (as approximated by lifespan and/or fecundity) was negatively affected by mismatches between developmental and adult environments, opposing both the PAR and programming hypotheses. While there were significant interactions between larval and adult diet for all traits except early fecundity, these interactions were of magnitude and not of sign: for example, for virgin longevity, the interaction between larval and adult diet is caused by similar, but smaller differences between larval diet on the 0.25SY adult diet, than on the other two adult diets. The same is true of the other phenotypes and interactive effects: when larval diet has a significant effect, 0.25SY-raised flies perform better than 2.5SY flies, with 1SY-raised flies intermediate between the two. This suggests that the low calorie (0.25SY) diet is beneficial under the range of conditions we tested, while high calorie (2.5SY diet) is detrimental. This tendency for the effects of developmental diet to be consistent across adult diets is therefore consistent with the silver spoon hypothesis [10].

### Pervasive transcriptomic signatures of adult diet and age, and subtle effects of larval diet

We next assessed the relative contributions of larval and adult diet to transcriptional variation in middle and old-aged flies. From the same cohort used to measure virgin lifespan, we sampled flies when 10% (middle-age) and 90% (old-age) of the cohort had died (Fig. 1). 

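Whole virgin flies of both sexes were sampled when 10% and 90% of the cohort had died. Each of 3 larval diets was combined with each of 3 adult diets. The 1SY food held 70 g of yeast and 100 g of sugar per litre, and the 0.25SY and 2.5SY foods 0.25 and 2.5 times as much of both. The methods and the sample labels give these amounts, while the description of the diets in the results has yeast and sugar the other way round. Each group has 4 arrays of 5 flies, which gives 72 arrays per sex at these 2 ages. By the methods these flies came from 1 cohort per sex and pair of diets, so the arrays of a group are pools from the same cohort. A further 36 arrays per sex hold flies that were 1 day old. The values are on the log2 scale after RMA, which corrects for background, gives the arrays 1 common distribution and summarises the probes of each probe set. The paper normalized each sex on its own after leaving out 2 female and 4 male arrays that its text does not name, and the deposited values cover all 216 arrays. No array was left out here on that account. The number of arrays limits the precision of every value. After 183 control probe sets were removed, 18769 probe sets were tested, of which 13647 pair with 1 gene symbol. limma fitted larval diet, adult diet, age and their interactions to the 72 arrays of each sex, with a moderated F-test per term and a false discovery rate of 0.05. A probe set counted towards a main effect only if no interaction with that factor passed.
Reproductive tissue genes gave a check of the labels. The array labelled male, old age, larval 0.25SY, adult 2.5SY, replicate 1 had the expression profile of a female. Its mean log2 value over 65 genes of testis and spermatogenesis was 5.35, and that over 21 eggshell and yolk genes was 11.92. In 33 other old male arrays the means ran from 8.91 to 9.70 and from 5.61 to 7.74. The array labelled male, old age, larval 1SY, adult 0.25SY, replicate 1 had a mean of 9.96 over 41 genes of the female germline, against 7.22 to 7.73 in the other 33. The array labelled male, old age, larval 0.25SY, adult 1SY, replicate 3 correlated across probe sets at 0.997 with the medians of a group of 1-day-old males and at 0.971 with those of its own group. Counts in males are therefore also given with limma's array quality weights, which were planned. They are also given without the 6 arrays of lowest weight (2 female, 4 male), a setting chosen after seeing the data.

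**Figure D1:**
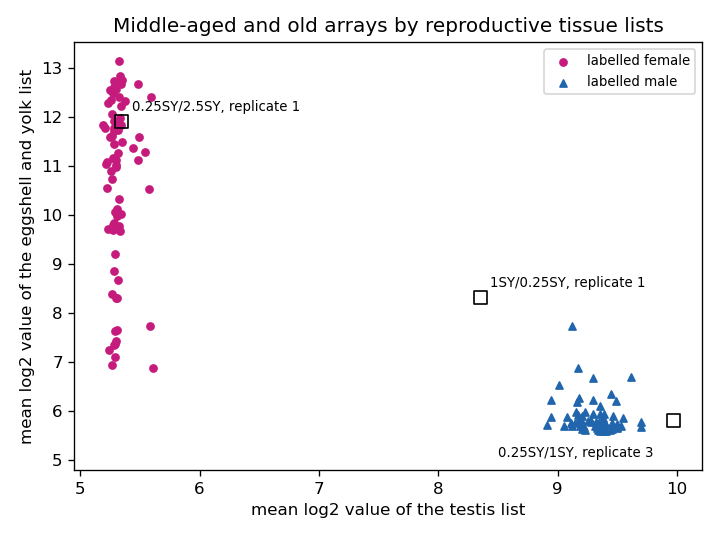
Mean log2 value of the testis list (x axis) against the mean log2 value of the eggshell and yolk list (y axis) for each middle-aged and old array, with females as circles and males as triangles. Open squares mark the 3 old male arrays named in the text by larval diet, adult diet and replicate, and the one at 5.35 on the x axis lies among the females.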

We collected four biological replicates of five flies each per combination of sex, larval diet, adult diet, and age (3 larval diets * 3 adult diets * 2 ages * 2 sexes * 4 replicates = 144 samples in total) and hybridised them to Affymetrix Drosophila 2.0 GeneChip microarrays (see Materials and Methods).

To identify the most important contributors to global transcriptional variation we used principal component analysis (PCA; [31]) and principal variance components analysis (PVCA; [32]). PVCA is a supervised version of PCA that estimates the proportion of global transcriptional variation explained by treatment factors. To identify the individual transcripts affected by larval diet, adult diet, and age we fitted an ANOVA model following Ayroles et al., [33]. For each transcript the model partitioned the variation in expression between larval diet (L), adult diet (A), and age (T), as well as the interactions between these factors (L ^x^ A; L ^x^ T; A ^x^ T; L ^x^ T ^x^ A). We then filtered the data to obtain lists of genes affected by each of these factors at a false discovery rate of 0.05 (FDR; [34]).

Plotting PC1 against PC2 (Females: Fig. 3a; Males Fig. 3d) and PC1 versus PC3 (Females: Fig. 3b; Males Fig. 3e), samples could clearly be grouped by age (middle and old-age) and adult diet, but not by larval diet (Females Fig. 3c; Males Fig. 3f). In females, PC1 divided flies living on the 0.25SY adult diet from those on 1SY, while flies living on the 2.5SY adult diet fell in between and did not form a distinct cluster (Fig. 3a). 

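Transcripts of egg production differed between females on these adult diets. All 21 eggshell and yolk genes, which encode the layers and the yolk of the egg, were higher on 1SY than on 0.25SY adult food, with a median log2 difference of 2.64 (camera, adjusted p = 0.000246). Of 41 genes of the female germline, 36 rose and 1 fell, with a median of 0.60 (adjusted p = 1.75e-06). With an estimated correlation the adjusted p = 0.378 for eggshell and yolk and the adjusted p = 0.37 for the germline. The germline genes otu and plu, both needed for making eggs or for the first divisions of the embryo, rose by 1.03 (standard error 0.156, adjusted p = 6.19e-08) and 1.00 (standard error 0.148, adjusted p = 3.97e-08). Genes of other tissues went the other way: 20 of 23 muscle genes, 20 of 25 eye genes and 18 of 22 neuronal genes fell, with medians of -0.71, -0.59 and -0.59. camera gave adjusted p = 1.59e-09, 6.45e-07 and 1.38e-07 for these lists, and adjusted p = 0.237, 0.237 and 0.237 with an estimated correlation. Over all probe sets the mean of the array medians was 6.74 on 1SY and 6.85 on 0.25SY, and with arrays centred on their medians the germline gene that fell, tud, had a log2 difference of 0.01 in place of -0.10.
In middle-aged females the mean log2 value of the eggshell and yolk list was 9.13 ± 1.80 (SD, n = 12 arrays) on 0.25SY, 12.25 ± 0.681 on 1SY and 10.76 ± 1.50 on 2.5SY adult food. In old females it was 10.37 ± 1.67, 11.94 ± 0.804 and 9.39 ± 1.41. PC1 held 35.9% of the variance. Its mean score was 24.4 ± 28.6 (SD, n = 24 arrays) on 0.25SY, -21.2 ± 13.5 on 1SY and -3.23 ± 8.73 on 2.5SY. Adult diet accounted for 50.6% of the spread of the scores (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 3e-05 over the 9 tests of a sex) and age for 12.8% (p = 0.00159, adjusted p = 0.00358).

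**Figure D2:**
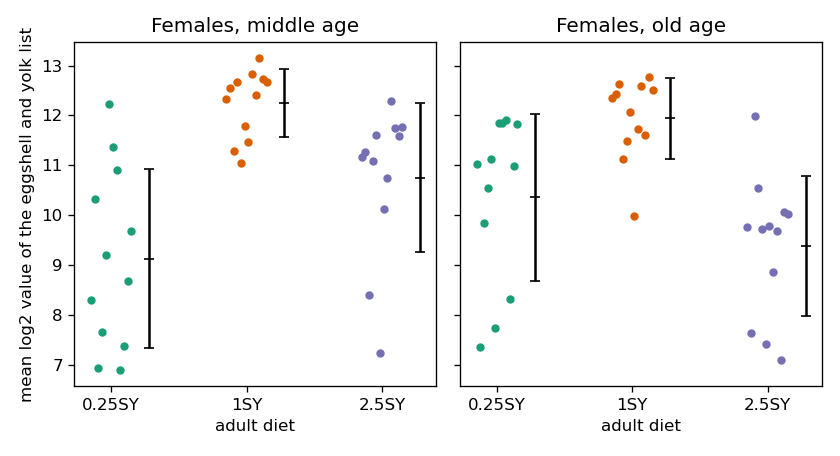
Mean log2 value of the eggshell and yolk list (y axis) by adult diet (x axis) in middle-aged and old females, 1 point per array, with the mean and SD of 12 arrays beside the points. The arrays on 1SY adult food sit highest at both ages, with means of 12.25 and 11.94.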

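Genes of energy metabolism and muscle were lower in old than in middle-aged females. Of 77 genes of oxidative phosphorylation 57 fell and 2 rose, with a median log2 difference of -0.25 (camera, adjusted p = 5.68e-28, and adjusted p = 0.0175 with an estimated correlation). All 23 muscle genes fell (median -0.53, adjusted p = 3.08e-15, and adjusted p = 0.147 with an estimated correlation), among them fln, a protein of flight muscle, at -1.65 (standard error 0.153, adjusted p = 1.21e-13). Of 27 midgut serine peptidases, which digest protein, 25 fell (median -0.57, adjusted p = 1.42e-13), and zetaTry changed by -1.73 (standard error 0.095, adjusted p = 2.94e-22). Of 17 antimicrobial peptides and immune-induced molecules 11 rose (median 0.72, adjusted p = 0.000346). TotC, a humoral stress peptide, rose by 2.47 (standard error 0.256, adjusted p = 4.70e-12) and edin, an immune-induced peptide, by 2.37 (standard error 0.286, adjusted p = 5.02e-10). With an estimated correlation the adjusted p = 0.103 for serine peptidases and 0.156 for immune molecules. Genes of carbohydrate digestion were lower on the 2.5SY than on the 0.25SY adult diet: 11 of 12 fell (median -1.11, adjusted p = 7.84e-08, and adjusted p = 0.34 with an estimated correlation), and Mal-A3, a maltase, changed by -2.13 (standard error 0.138, adjusted p = 3.33e-19). PC2 held 13.4% of the variance and age accounted for 69.3% of its spread (permutation p = 1e-05), with mean scores of -13.4 ± 8.58 (SD, n = 36 arrays) in middle-aged and 13.4 ± 9.51 in old females. On PC3, with 8.67% of the variance, adult diet accounted for 63.6% of the spread (p = 1e-05): the mean score was -14.4 ± 6.92 on 2.5SY, 9.45 ± 10.5 on 0.25SY and 4.93 ± 5.83 on 1SY (n = 24).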

PC2 separated middle-aged females (circles) from old females (Fig. 3a), and PC3 separated females living on the 2.5SY adult diet from those on 0.25SY and 1SY (Fig. 3b). 

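In old males, genes that build ribosomes were higher and genes of the respiratory chain and of reproductive glands were lower than in middle-aged males. Of 69 ribosome biogenesis genes 66 rose, with a median log2 difference of 0.31, while 58 of 77 genes of oxidative phosphorylation fell (median -0.25). ND-B8, a subunit of complex I, changed by -1.58 (standard error 0.117, adjusted p = 1.40e-16). Of 25 genes of the accessory gland and ejaculatory duct, which make seminal fluid, 16 fell (median -0.59), among them lectin-46Ca at -0.84 (standard error 0.111, adjusted p = 8.88e-09). Of 27 midgut serine peptidases 22 fell (median -0.41). Of 17 immune molecules 10 rose and 1 fell (median 0.71), and the antimicrobial peptides Def and DptB rose by 2.25 (standard error 0.278, adjusted p = 1.31e-09) and 2.24 (standard error 0.343, adjusted p = 2.76e-07). Of 10 heat shock genes 9 rose (median 0.19), with Hsp26 at 0.39 (standard error 0.0968, adjusted p = 0.000799). camera gave adjusted p = 3.36e-16 for ribosome biogenesis, 3.53e-22 for oxidative phosphorylation, 0.000152 for the glands, 5.46e-10 for peptidases, 0.00767 for immune molecules and 9.16e-05 for heat shock genes. With an estimated correlation these became adjusted p = 0.287, 0.24, 0.486, 0.104, 0.334 and 0.103. The array with a female profile is 1 of the old males, and without the 6 arrays of lowest weight, which include it, 20 gland genes fell and 1 rose (median -0.39, adjusted p = 6.29e-08, and adjusted p = 0.128 with an estimated correlation). The values of the other lists include all old male arrays that stood apart by their labels. With all 72 arrays PC1 held 43.3% of the variance. Age accounted for 11.3% of its spread (permutation p = 1e-05) and adult diet for 4.41% (p = 0.179). The 3 old male arrays that stood apart by their labels lay at 215, 72.6 and -44.3 on PC1, where middle-aged males had a mean of -9.74 ± 6.71 (SD, n = 36). Without the 6 arrays of lowest weight PC1 held 27.0%, and age accounted for 76.2% of its spread and adult diet for 11.7% (permutation p = 0.0180, adjusted p = 0.0270).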

In males, the largest component of variation (PC1) separated young males (circles) from old males (triangles) and within these age-classes also separated males roughly by their adult diet (Fig. 3d). PC2 further separated males living on the 0.25SY adult diet from the rest (Fig. 3d). 

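Genes of the gut and of the tubules differed between males on the 0.25SY adult diet and males on richer food. Of 27 midgut serine peptidases 15 were lower on 1SY than on 0.25SY and 13 were lower on 2.5SY (medians -0.24 and -0.25), and the peptidase Jon99Fi changed by -2.45 (standard error 0.35, adjusted p = 6.35e-07) on 1SY. Of 12 genes of carbohydrate digestion 7 rose on 1SY (median 0.31). Of 13 genes of the Malpighian tubule, the excretory organ, 8 fell on 2.5SY (median -0.11), with the potassium channel Irk3 at -0.58 (standard error 0.0725, adjusted p = 2.45e-08). Of 77 genes of oxidative phosphorylation 32 fell on 2.5SY (median -0.14), as did 8 of 25 genes of the reproductive glands (median -0.59). The alkaline phosphatase Alp8 changed by -2.97 (standard error 0.197, adjusted p = 8.68e-18) and phu by -4.32 (standard error 0.268, adjusted p = 4.99e-19). camera gave adjusted p = 2.72e-10 and 6.44e-09 for serine peptidases, 5.64e-07 for carbohydrate digestion, 1.29e-05 for the tubule, 2.25e-16 for oxidative phosphorylation and 1.92e-05 for the glands. With an estimated correlation these were adjusted p = 0.118, 0.215, 0.177, 0.0327, 0.534 and 0.903. The array with a female profile is labelled 2.5SY, and without the 6 arrays of lowest weight, which include it, 17 gland genes fell and 2 rose (median -0.29, adjusted p = 2.30e-09, and adjusted p = 0.285 with an estimated correlation). In all 72 arrays adult diet accounted for 7.36% of the spread of PC2 (permutation p = 0.0724, adjusted p = 0.130), age for 49.5% (p = 1e-05), and adult diet for 32.1% of that of PC3 (p = 1e-05). The mean PC3 score was 7.95 ± 8.76 (SD, n = 24) on 0.25SY, -5.94 ± 11.3 on 1SY and -2.01 ± 4.64 on 2.5SY. The components held 13.2% and 5.47% of the variance. Without the 6 arrays of lowest weight adult diet accounted for 35.0% of the spread of PC2, with a mean score of 7.45 ± 9.5 (n = 23) on 0.25SY against -5.60 ± 7.68 (n = 22) on 1SY and -2.10 ± 5.29 (n = 23) on 2.5SY.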

No clear pattern emerged when plotting PC1 against PC2 and coloring samples by larval diet (females: Fig. 3c; males: Fig. 3f), suggesting that while age and adult diet have relatively global effects on the transcriptome, the same is not true of larval diet.

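Adult diet and age moved single genes by large amounts. Alp2, an alkaline phosphatase, had a log2 difference of -2.41 (standard error 0.126, adjusted p = 4.52e-22) between adult diets of 2.5SY and 0.25SY in males, and the eggshell gene Cp19 -3.72 (standard error 0.772, adjusted p = 0.000153) between 2.5SY and 1SY in females. With age CG7763 rose by 3.62 (standard error 0.233, adjusted p = 1.59e-19) in females and CG7017 by 3.37 (standard error 0.277, adjusted p = 4.27e-15) in males. Between larval diets of 2.5SY and 0.25SY none of 23 muscle genes and none of 21 eggshell and yolk genes passed in females (limma, and 0 and 0 adjusted over the list alone), with medians of 0.03 and 0.21. Larval diet accounted for 0.834%, 1.17% and 2.02% of the spread of PC1, PC2 and PC3 in females (two-sided permutation p = 0.751, 0.666 and 0.494), and for 0.313%, 2.91% and 5.33% in males (p = 0.984, 0.361 and 0.151). The adjusted p = 0.751, 0.749 and 0.636 in females and the adjusted p = 0.984, 0.406 and 0.227 in males. In males larval diet accounted for 11.7% of the spread of PC2 without the 6 arrays of lowest weight (permutation p = 0.0168, adjusted p = 0.0270).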

**Fig. 3:**
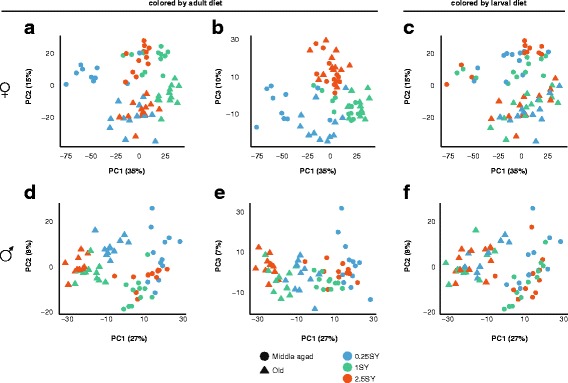
Global patterns of gene expression variation across the lifespan in response to larval diet, adult diet, and age. Scatterplots of PC1 versus PC2 (**a**, **c**, **d**, **f**) and PC1 versus PC3 (**b**, **e**) in females (*top row*) and males (*bottom row*). In (**a**, **b**, **d** and **e**) samples are coloured by adult diet and shape represents age, while in (**c**) and (**f**) the colour indicates larval diet. In females, PC1 roughly separates samples by adult diet (**a**), which is especially visible when plotted against PC3 (**b**). PC2 separates female samples by age (**a**). In males PC1 separates samples by age and within each age class also roughly separates samples by adult diet (**d**). PC2 in males further segregates flies living on the 0.25SY adult diet from the rest (**d**). When colouring PC1 versus PC3 by larval diet (**c** and **f**), no clear grouping is visible

The ANOVA and PVCA analyses broadly confirmed the patterns observed in the PCA (Table 2). In both sexes, most of the variation in expression overall (PVCA) and at a per-transcript level (ANOVA) was due to adult diet and age. 

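Genes of energy and protein turnover also varied with adult diet in females. The arrays hold whole flies, and a different share of ovary RNA was not told apart from a change within tissues. On 1SY against 0.25SY 51 of 77 genes of oxidative phosphorylation fell (median -0.13, camera, adjusted p = 2.45e-07, and adjusted p = 0.237 with an estimated correlation). The array medians over all probe sets differed by -0.11 between these diets. The median of the list thus lies near the shift of the whole array, and the number of genes that fell includes this shift. Of 35 proteasome genes 28 rose and 1 fell (median 0.14, adjusted p = 0.000307, and adjusted p = 0.378 with an estimated correlation). In males 17 of 69 mitochondrial ribosomal proteins fell in the same contrast and 0 rose (median -0.10, adjusted p = 4.71e-10, and adjusted p = 0.768 with an estimated correlation). PVCA fits larval diet, adult diet, age and their pairwise interactions as random effects to the leading principal components, here up to 60% of the variance. In females adult diet took 38.4% and age 24.9%, their interaction 7.12%, larval diet 0.709% and larval diet by adult diet 2.24%. In males age took 34.6% and adult diet 15.4%, their interaction 4.45%, larval diet 3.84% and larval diet by adult diet 1.33%. Larval diet by age took 0.402% in females and 1.29% in males, and 26.2% and 39.1% were residual. PVCA gives shares with no test.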

PVCA attributed 32.5 and 22.7% of the total observed variation in females to adult diet and age respectively, and 15.5 and 35.6% in males. ANOVA identified 4504 and 3589 transcripts affected by adult diet and age in females and 2688 and 6111 transcripts in males (Table 2). Thus the relative importance of adult diet and age is reversed between the sexes, the transcriptome being more strongly affected by adult diet in females and age in males (Table 2). However, in females there were considerably more transcripts showing an interaction between adult diet and age (TA; 3832 transcripts) than in males (TA; 806 transcripts).

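Eggshell genes had the largest adult diet differences among the genes named here for females. The chorion genes Cp7Fc and Cp18, which encode parts of the eggshell, had log2 differences of 3.79 (standard error 0.578, adjusted p = 6.85e-08) between 1SY and 0.25SY and -3.70 (standard error 0.686, adjusted p = 2.83e-05) between 2.5SY and 1SY. Npc2e, a sterol-binding protein, fell on 2.5SY against 0.25SY in females with -2.89 (standard error 0.21, adjusted p = 3.06e-17) and against 1SY in males with -2.75 (standard error 0.319, adjusted p = 2.24e-08). Genes of ribosome biogenesis rose in females on 1SY against 0.25SY, 66 of 69 with a median of 0.38 (camera, adjusted p = 1.65e-17, and adjusted p = 0.237 with an estimated correlation). With age, AttD, an antimicrobial peptide of the attacin family, rose by 2.49 (standard error 0.266, adjusted p = 1.17e-11) in females and 2.52 (standard error 0.29, adjusted p = 1.93e-10) in males. The carotenoid transporter ninaD changed by -1.67 (standard error 0.192, adjusted p = 1.14e-10) and -2.11 (standard error 0.236, adjusted p = 8.14e-11). In females 5532 probe sets showed a main effect of adult diet and 4654 one of age. In males the counts were 2536 and 7688. Of the pairwise adult diet contrasts in females, 5213 probe sets were higher and 4688 lower on 1SY than on 0.25SY, and 4871 higher and 3594 lower on 2.5SY than on 0.25SY. In males these were 821 and 733, and 1341 and 840. With age 4540 rose and 3967 fell in females, and 4260 rose and 3470 fell in males. Array quality weights gave 4281 for adult diet in males, and without leaving out probe sets with an interaction the female counts were 10553 and 8507.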

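Genes of carbohydrate digestion were mostly lower in females and mostly higher in males on the richer food: on 1SY against 0.25SY, 11 of 12 fell and 1 rose in females (median -1.15, camera, adjusted p = 2.30e-05, and adjusted p = 0.237 with an estimated correlation), while 7 rose and 0 fell in males (median 0.31, adjusted p = 5.64e-07, and adjusted p = 0.177 with an estimated correlation). No test of the list between the sexes was run. tobi, an alpha-glucosidase of the gut, changed by -1.42 (standard error 0.187, adjusted p = 2.11e-09) in females. Of probe sets tested in 1 fit of both sexes (144 arrays), 8744 had an adult diet effect that differed between females and males and 4842 an age effect that differed. The counts were 8922 and 6126 without the 6 arrays of lowest weight. These test each probe set and not the lists or the number of probe sets per sex.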

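Orct2, an organic cation transporter, was the leading gene of this interaction in females (adjusted p = 4.37e-11). Its mean log2 value was 9.73 ± 0.743 (SD, n = 12 arrays) in middle-aged females on 0.25SY and 7.68 ± 0.27 in old females on 1SY. CG1674 went from 9.18 ± 0.367 to 6.88 ± 0.238 between the same groups (adjusted p = 3.15e-10). CG5892 was highest in middle-aged females on 2.5SY, at 7.86 ± 0.521, and lowest in old females on 1SY, at 5.31 ± 0.304 (adjusted p = 3.20e-10). In males the co-chaperone DnaJ-1 led (adjusted p = 1.13e-08), with 12.31 ± 0.0917 in old males on 2.5SY and 11.71 ± 0.378 in middle-aged males on 1SY. LManVI, a lysosomal mannosidase, was at 10.81 ± 0.503 in middle-aged and 9.07 ± 0.545 in old males on 2.5SY (adjusted p = 0.00379). In females 5077 probe sets passed the test for adult diet by age, and in males 48. The male count was 400 with array quality weights, 290 without the 6 arrays of lowest weight and 26 with blocks of provider numbers in the model. Leaving out single male arrays moved it between 26 (without middle age, larval 2.5SY, adult 2.5SY, replicate 4) and 105 (without the array that had a female profile), by more than 1.5 times for 23 of 72 arrays, and for none in females. A test of whether the interaction itself differs between the sexes was not run.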

**Table 2:** Overall effects of larval diet, adult diet, age, and their interaction on global patterns of transcriptional variation as determined by principal variance components analysis (PVCA) and ANOVA analysis

	Male			Female		
Factor	PCAV (%)	Probes	% of probes	PCAV (%)	Probes	% of probes
Larval diet(L)	4.4	1999	19.7	1.1	321	2.7
Adult diet(A)	15.5	2688	26.6	32.5	4504	38.5
Age(T)	35.6	6111	60.4	22.7	3589	30.7
LA	1.1	140	1.4	1.5	770	6.6
LT	0.8	240	2.4	0.7	170	1.5
TA	4.1	806	8.0	8	3832	32.8
LTA	-	288	2.8	-	464	4.0
Residual	38.6	-	-	33.5	-	-

The “% of probes” category shows the percentage of probes affected as a fraction of the total number of probes affected by any factor in each sex and sums to more than 100% because many probes show effects of several factors (Males: 10,164 probes; Females: 11,695)

ANOVA analysis also identified effects of larval diet on the transcriptome, both as a main effect and in interaction with the other treatments. In both sexes these factors affected fewer transcripts than the factors adult diet or age (Table 2). 

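In males DnaJ-1, a co-chaperone of the heat shock response, passed the tests of all 3 interactions that involve larval diet. Its mean log2 value was 12.36 ± 0.0827 (SD, n = 4 arrays) in old males raised on 0.25SY and kept on 2.5SY and 11.41 ± 0.0759 (n = 4) in middle-aged males raised and kept on 1SY. limma's adjusted p = 1.12e-09 for the interaction of larval diet, adult diet and age, 3.90e-08 for larval diet by adult diet and 1.34e-08 for larval diet by age. The gustatory receptor Gr59a also passed for larval diet by adult diet (adjusted p = 0.0359, and 0.115 without the 6 arrays of lowest weight), with 5.49 ± 0.48 (n = 8) on 1SY at both stages and 4.18 ± 0.155 (n = 8) on 0.25SY at both. Among the genes of females, the insulin receptor InR passed for larval diet by adult diet. In all, 53 probe sets in males and 790 in females passed for larval diet alone or in an interaction. Array quality weights gave 1918 in males and 1284 in females. The counts were 1110 and 71 without the 6 arrays of lowest weight, and without the male array that had a female profile 1647 in males.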

In total, there were 2667 and 1725 transcripts affected by larval diet, either as a main effect or in interaction with other factors, in males and females respectively. In males, the majority of transcripts showed a main effect of larval diet (1999 transcripts), while in females, the largest group of transcripts had expression patterns reflecting an interaction between larval and adult diet (770 transcripts; Table 2).

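InR, the receptor for insulin-like peptides, passed for the interaction of larval and adult diet in females, and had a mean log2 value of 10.82 ± 0.291 (SD, n = 8 arrays) in 1SY-raised females on 0.25SY adult food and 9.93 ± 0.154 (n = 8) in 1SY-raised females on 1SY (limma, adjusted p = 0.00873). Gart, an enzyme of purine synthesis, was at 10.95 ± 0.813 in the first group and 9.81 ± 0.121 in 1SY-raised females on 2.5SY (adjusted p = 0.00873). The mitochondrial protein Chchd2 went from 13.63 ± 0.418 to 12.82 ± 0.0878 between 0.25SY and 1SY adult food in 1SY-raised females (adjusted p = 0.00361). The acetylcholine receptor subunit nAChRalpha2 was at 6.69 ± 0.297 in 2.5SY-raised females on 0.25SY and 6.06 ± 0.245 on 1SY (adjusted p = 0.00361). In females 12 probe sets passed for a main effect of larval diet, 675 for larval diet by adult diet, 115 for all 3 factors and 0 for larval diet by age (limma; 1337 at an unadjusted p under 0.05; an F-test without moderation also 0, with 1377). In males 49 passed for larval diet, 4 for larval diet by adult diet (DnaJ-1, Gr59a and 2 probe sets paired with no gene), and DnaJ-1 alone for larval diet by age and for all 3 factors. The eggshell and yolk genes moved with the female interaction: with their mean in each array as a covariate, 2 probe sets passed. The count was 62 without middle age, larval 0.25SY, adult 0.25SY, replicate 2, and 1553 without middle age, larval 0.25SY, adult 1SY, replicate 4 (14 of 72 arrays moved it by more than 1.5 times). It was 1080 with array quality weights, 35 without the 6 arrays of lowest weight and 102 with blocks of provider numbers. The male main effect was 1868 with array quality weights, 1099 without the 6 arrays of lowest weight and 1639 without the array that had a female profile, and the other single arrays moved it between 20 (without middle age, larval 0.25SY, adult 2.5SY, replicate 2) and 102.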

### Identifying links between longevity and transcriptional variation

After quantifying the relative effect of larval versus adult diet on the transcriptome, our next aim was to address whether we could link the observed effects of larval diet on virgin lifespan to the gene expression changes identified in the ANOVA analysis. We applied K-means clustering to identify groups of transcripts affected by larval diet and showing similar expression profiles. We then compared the expression profiles of these clusters to the observed effects of larval diet on lifespan.

Because the effects of larval diet on virgin lifespan were similar in each sex and across adult diets, the simplest hypothesis is that the genes involved would also have similar expression profiles across adult diets and across ages. Indeed, given the consistent phenotypic responses it is difficult to envision how such main effects could be attributable to interactions between larval diet and adult diet and/or age (though this possibility cannot be definitively excluded). Thus we focus on the transcripts showing a main effect of larval diet (L), and provide the results for the transcripts showing an interaction (LT, LA, LTA) in Additional file 2: S4, Additional file 3: S5, and Additional file 4: S6 respectively. It is noteworthy that most of the interactive effects are due to flies raised on the 0.25SY larval diet showing distinct responses to adult diet, age or both. Thus, while these interactions may potentially explain the increased lifespan of 0.25SY-raised flies, it is unlikely that they account for the lifespan differences observed between 1SY and 2.5SY-raised flies.

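The digestive peptidase Jon65Aii passed for all 3 factors in females. In 0.25SY-raised females it had a mean log2 value of 13.03 ± 0.104 (SD, n = 4 arrays) at middle age and 9.28 ± 0.874 (n = 4) at old age on 0.25SY adult food (limma, adjusted p = 0.00544). The stress kinase p38c was at 9.61 ± 0.0772 in old females on 2.5SY at both stages and 7.83 ± 0.235 in middle-aged 2.5SY-raised females on 1SY (limma, adjusted p = 0.00544). rush, an endosomal protein, ran from 11.69 ± 0.0925 in the same old group to 10.94 ± 0.138 in middle-aged females on 0.25SY at both stages (limma, adjusted p = 0.000558). The autophagy gene Atg18b ran from 9.62 ± 0.13 to 8.66 ± 0.123 (limma, adjusted p = 0.00544). For each probe set with an interaction, the larval diet whose response lay farthest from that of the other two was found. It was 0.25SY for 545, 2.5SY for 117 and 1SY for 13 of the 675 probe sets of larval diet by adult diet in females. Over all 18769 probe sets it was 0.25SY for 9398. Of the 115 probe sets for all 3 factors it was 2.5SY for 71 and 0.25SY for 40. In males it was 0.25SY for 1, 2.5SY for 2 and 1SY for 1 of the 4 probe sets of larval diet by adult diet, and 2.5SY for DnaJ-1 in the other interactions. Without the 6 arrays of lowest weight it was 0.25SY for 29 of 35 in females, and without the arrays of replicates 2 and 3 of middle-aged females on 0.25SY at both stages, which were left out after seeing the data, 2 probe sets passed.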

### The expression of ribosome-related transcripts is positively correlated with larval diet in females

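Larval diet had small effects on single genes of middle-aged and old females. eIF6, which keeps the large ribosomal subunit apart until it is ready, had a log2 difference of 0.19 (standard error 0.0335, adjusted p = 0.0145) between 2.5SY-raised and 0.25SY-raised females. Trm1, a tRNA methyltransferase, and Hrb98DE, an RNA-binding protein, had differences of 0.17 (standard error 0.0321, adjusted p = 0.0159) and 0.22 (standard error 0.0472, adjusted p = 0.0312), and Hrb98DE did not pass without the 6 arrays of lowest weight (adjusted p = 0.0665). CG42822 was lower in 2.5SY-raised than in 1SY-raised females by -0.52 (standard error 0.0853, adjusted p = 0.00179), and CG15211 was lower in 1SY-raised than in 0.25SY-raised females by -0.44 (standard error 0.0808, adjusted p = 0.0249). CG5174 was higher in 2.5SY-raised than in 1SY-raised females, with 0.13 (standard error 0.0243, adjusted p = 0.0199), and T3dh, a dehydrogenase, passed for larval diet but not in this contrast, with -0.25 (standard error 0.056, adjusted p = 0.103). These genes are among the 12 probe sets with a main effect of larval diet, which K-means placed in clusters of 7, 2, 2 and 1. The cluster of 7 had mean z-scores of -0.416 in 0.25SY-raised, -0.0942 in 1SY-raised and 0.510 in 2.5SY-raised females. At an unadjusted p under 0.05 there were 2011 probe sets, and the plain ANOVA gave 17. Array quality weights gave 40, and with blocks of provider numbers limma gave 0 (1616 at an unadjusted p under 0.05). Single arrays moved the count between 5 (without middle age, 2.5SY at both stages, replicate 2) and 33 (without middle age, larval 0.25SY, adult 1SY, replicate 4), by more than 1.5 times for 15 of 72 arrays.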

K-means clustering of the relatively small list of genes showing a main effect of larval diet in females (321 genes, “L” list) identified four clusters, none of which were enriched for genes with tissue-specific expression profiles (Fig. 4a; Additional file 5: S3). Clusters 1 and 4 were not associated with any significant enrichment of gene ontology (GO) terms or tissue-specific genes (Additional file 5: S3 and Additional file 6: S2). Cluster 1 had variable expression in 0.25SY, low expression in 1SY, and high expression in 2.5SY-raised flies, while cluster 4 had roughly the opposite expression pattern (Fig. 4a). 

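Rrp42, a subunit of the exosome that trims ribosomal RNA, and the nucleolar GTPase Ns1 rose from 0.25SY-raised to 1SY-raised to 2.5SY-raised females, with log2 differences of 0.14 (standard error 0.0331, adjusted p = 0.0374) and 0.11 (standard error 0.0267, adjusted p = 0.0397) between the last and the first. GluProRS, which charges the tRNAs for glutamate and proline, had 0.11 (standard error 0.0216, adjusted p = 0.0245). CG6607, CG32281 and CG9154 had 0.20 (standard error 0.0395, adjusted p = 0.0245), 0.15 (standard error 0.0307, adjusted p = 0.0245) and 0.15 (standard error 0.0333, adjusted p = 0.0312). Without the 6 arrays of lowest weight GluProRS passed in this contrast (adjusted p = 0.0360), and Rrp42 (0.0629), Ns1 (0.0723), CG6607 (0.0629), CG32281 (0.0608) and CG9154 (0.0730, and 0.0533 with array quality weights) did not. Of the 12 probe sets with a main effect of larval diet 8 had means in this rising order, as had 3742 of all probe sets tested. With array quality weights 25 of 40 did, and without the 6 arrays of lowest weight 7 of 10. In the contrast of 2.5SY-raised with 0.25SY-raised females 34 probe sets were higher and 3 lower (CG18536, Tango2 and CG5880, at -0.25, -0.15 and -0.24, named after their values were seen). Array quality weights gave 40 higher and 9 lower, and leaving out the 6 arrays 6 higher and 0 lower. Between 1SY-raised and 0.25SY-raised females CG15211 alone passed, downwards.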

The expression of genes in the two remaining clusters, Clusters 2 and 3, increased with increasing larval diet, a pattern particularly evident for cluster 3 (Fig. 4a). Both clusters were enriched for genes annotated with GO terms relating to ribosomes. Cluster 2 (83 transcripts) was solely annotated with the term cytosolic ribosome while cluster 3 (76 transcripts) was annotated with the terms RNA modification, ribonucleoprotein complex, non-coding (nc) RNA metabolic process, non-coding (nc) RNA processing, ribosome biogenesis, ribonucleoprotein complex biogenesis, and cytosolic large ribosomal subunit (Table 3), and contained several sub-units of the 60s large ribosomal sub-unit (RpL3, RpL18, RpL7-like, RpL22 and RpL34a).

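Genes that make ribosomes leaned upwards in 2.5SY-raised against 0.25SY-raised females. Of 69 ribosome biogenesis genes 3 rose (14 adjusted over the list alone) and 56 had a positive log2 difference, with a median of 0.04. Of 30 aminoacyl-tRNA synthetases 1 rose (9 adjusted over the list alone). Of 45 translation initiation and elongation factors 1 rose, eIF6 (6 adjusted over the list alone), and of 11 genes of the Elongator complex and tRNA modification 1 rose, Elp2 (6 adjusted over the list alone). Of 20 RNA polymerase subunits 0 passed (6 adjusted over the list alone). Of 41 cytosolic ribosomal proteins 0 passed (2 adjusted over the list alone), with 31 positive. Among those the paper names, RpL7-like had a log2 difference of 0.12 (standard error 0.0299, adjusted p = 0.0596), RpL34a 0.08 (standard error 0.028, adjusted p = 0.28) and RpL3 0.03 (standard error 0.0179, adjusted p = 0.574). All 11 genes on the array that the paper names in its clusters had a positive difference and 1 passed (10 adjusted over the list alone), a list chosen by the study on these samples and so not independent evidence. camera gave adjusted p = 1.23e-08 for ribosome biogenesis, 0.000245 for synthetases, 6.61e-05 for translation factors, 0.000108 for the Elongator list, 0.000168 for polymerases, 0.0129 for ribosomal proteins and 4.06e-11 for the genes the paper names. With an estimated correlation these became adjusted p = 0.62, 0.62, 0.079, 0.079, 0.534, 0.62 and 0.00933. The female germline and proteasome lists went down by camera (medians -0.17 and -0.04, adjusted p = 4.71e-05 and 0.000245), with adjusted p = 0.62 and 0.62 with an estimated correlation. With blocks of provider numbers 0 ribosome biogenesis genes passed (11 adjusted over the list alone), while 61 of 69 were positive, with a median of 0.05 (camera, adjusted p = 9.12e-12, and adjusted p = 0.518 with an estimated correlation).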

**Fig. 4:**
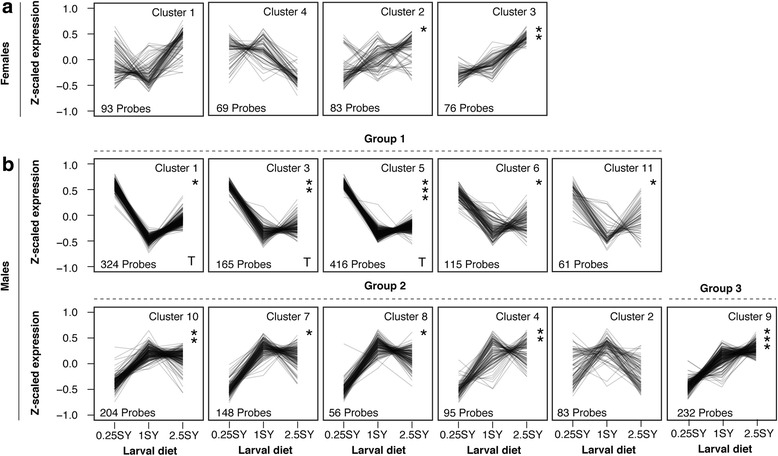
Expression profiles of clusters of probes affected by larval diet across adult diets and age classes in females (**a**) and males (**b**). In females (**a**), Clusters 1 and 4 were not associated with any significant enrichment of gene ontology (GO) terms or tissue-specific genes. Cluster 1 had variable expression in 0.25SY, low expression in 1SY, and high expression in 2.5SY-raised flies, while cluster 4 had roughly the opposite expression pattern. Expression of Cluster 2 and Cluster 3 in particular increases with increasing larval diet. Both clusters were enriched for genes annotated with GO terms relating to ribosomes. In males (**b**), clusters can be roughly classified into three different groups showing similar expression profiles. Clusters in the first group (Group 1) are most highly expressed in 0.25SY-raised flies and least expressed in 1SY-raised flies, while 2.5SY-raised flies fall in between. They differ primarily in the tightness of co-expression, with 2.5SY-raised flies showing the most variation. Clusters 1, 3 and 5 in Group 1 are very significantly enriched for genes with testes-specific expression, and for testes-specific GO terms and contain nearly half of all probes affected by larval diet in males. The second group (Group 2) shows the inverse expression profile of Group 1 and clusters also differ primarily in the tightness of co-expression, especially in 2.5SY-raised flies. The last group (Group 3) consists of one cluster whose expression is positively correlated with increasing larval diet. This cluster significantly overlaps in cluster composition with female cluster 3 (**a**) as well as sharing a similar expression profile and GO enrichment for terms related to ribosomes and transcription and translation. Clusters of probes with similar expression profiles were identified using K-means clustering. * indicates number of GO terms with Benjamin-corrected *p*-value <0.05 associated with a cluster *:1 term, **: 2 to 9 terms,***: 10 or more terms

**Table 3:** Gene ontology term annotation of male Cluster 9 and female Cluster 3. Italics indicate GO terms that are significant in both clusters. BP: Biological process; CC: Cellular component; MF: Molecular function. Benjamini-corrected *p*-value

Cluster	Category	GO ID	Term	*P*-value
C9 Male	BP	GO:0006396	RNA processing	<0.001
	BP	GO:0034660	ncRNA metabolic process	<0.001
	BP	GO:0034470	ncRNA processing	<0.001
	MF	GO:0000166	nucleotide binding	<0.001
	CC	GO:0031981	nuclear lumen	<0.001
	MF	GO:0001882	nucleoside binding	<0.001
	BP	GO:0016071	mRNA metabolic process	<0.001
	MF	GO:0005524	ATP binding	<0.001
	MF	GO:0032559	adenyl ribonucleotide binding	<0.001
	BP	GO:0006397	mRNA processing	<0.001
	MF	GO:0030554	adenyl nucleotide binding	<0.001
	MF	GO:0001883	purine nucleoside binding	<0.001
	BP	GO:0006399	tRNA metabolic process	<0.001
	CC	GO:0070013	intracellular organelle lumen	<0.001
	CC	GO:0043233	organelle lumen	<0.001
	CC	GO:0031974	membrane-enclosed lumen	<0.001
	MF	GO:0017076	purine nucleotide binding	<0.001
	MF	GO:0032553	ribonucleotide binding	<0.001
	MF	GO:0032555	purine ribonucleotide binding	<0.001
	BP	GO:0022613	ribonucleoprotein complex biogenesis	0.002
	MF	GO:0003723	RNA binding	<0.001
	BP	GO:0008380	RNA splicing	0.004
	BP	GO:0042254	ribosome biogenesis	0.004
	MF	GO:0004386	helicase activity	0.001
	CC	GO:0005730	nucleolus	0.003
	MF	GO:0008186	RNA-dependent ATPase activity	0.003
	MF	GO:0004004	ATP-dependent RNA helicase activity	0.003
	BP	GO:0006364	rRNA processing	0.012
	BP	GO:0016072	rRNA metabolic process	0.012
	BP	GO:0006360	transcription from RNA polymerase I promoter	0.021
	CC	GO:0005654	nucleoplasm	0.011
	BP	GO:0006418	tRNA aminoacylation for protein translation	0.022
	BP	GO:0043039	tRNA aminoacylation	0.022
	MF	GO:0016875	ligase activity, forming carbon-oxygen bonds	0.007
	MF	GO:0016876	ligase activity, forming aminoacyl-tRNA	0.007
	MF	GO:0004812	aminoacyl-tRNA ligase activity	0.007
	BP	GO:0043038	amino acid activation	0.023
	MF	GO:0016779	nucleotidyltransferase activity	0.007
	MF	GO:0034062	RNA polymerase activity	0.006
	MF	GO:0003899	DNA-directed RNA polymerase activity	0.006
	MF	GO:0003724	RNA helicase activity	0.006
	BP	GO:0035196	gene silencing by miRNA, production of miRNAs	0.026
	BP	GO:0035195	gene silencing by miRNA	0.028
	MF	GO:0008026	ATP-dependent helicase activity	0.013
	MF	GO:0070035	purine NTP-dependent helicase activity	0.013
	BP	GO:0000398	nuclear mRNA splicing, via spliceosome	0.047
	BP	GO:0000377	RNA splicing, via transesterification reactions with	0.047
	BP	GO:0000375	RNA splicing, via transesterification reactions	0.047
	MF	GO:0003729	mRNA binding	0.015
	MF	GO:0042624	ATPase activity, uncoupled	0.018
	MF	GO:0004540	ribonuclease activity	0.021
	MF	GO:0032549	ribonucleoside binding	0.029
	MF	GO:0003677	DNA binding	0.031
	MF	GO:0000287	magnesium ion binding	0.038
	MF	GO:0016887	ATPase activity	0.040
C3 Female	BP	GO:0009451	RNA modification	0.002
	CC	GO:0030529	ribonucleoprotein complex	0.001
	BP	GO:0034660	ncRNA metabolic process	0.004
	BP	GO:0034470	ncRNA processing	0.003
	BP	GO:0042254	ribosome biogenesis	0.006
	BP	GO:0022613	ribonucleoprotein complex biogenesis	0.027
	CC	GO:0022625	cytosolic large ribosomal subunit	0.020

### Larval diet affects expression of testes-specific genes in males

In males we identified 11 clusters of genes in the “L” list. These grouped into three different expression profiles (Fig. 4b). The first group (Clusters: 1, 3, 5, 6, and 11) contained more than 50% of the transcripts affected by larval diet (1081 transcripts) and was characterized by high expression in 0.25SY-raised flies, low expression in 1SY-raised flies, and intermediate expression in 2.5SY-raised flies (Fig. 4b). 

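The gene with the largest change of this profile in males was the long non-coding RNA CR43097, which was lower in 1SY-raised than in 0.25SY-raised males by -0.67 (standard error 0.142, adjusted p = 0.0173). Its mean log2 value was 6.37 in 0.25SY-raised and 5.71 in 1SY-raised males. Yp1, a yolk protein kept as a control of the sex labels, had -0.20 (standard error 0.37, adjusted p = 0.873) in the same contrast, and the sperm gene Mst84Da 0.11 (standard error 0.26, adjusted p = 0.906). Of the 49 probe sets with a main effect of larval diet in males, 11 were highest in 0.25SY-raised and lowest in 1SY-raised males, as were 3773 of all probe sets tested. With array quality weights this profile held 620 of 1868 and without the 6 arrays of lowest weight 434 of 1099. Without the male array that had a female profile it held 847, and Mst84Da had a difference of -0.20 in place of 0.11. K-means with 11 clusters gave 3 clusters of this order, with 5, 4 and 1 probe sets. Between 1SY-raised and 0.25SY-raised males 42 probe sets were higher and 15 lower, 1361 and 1186 with array quality weights and 833 and 892 without the 6 arrays. Between 2.5SY-raised and 1SY-raised males limma called 0 higher and 0 lower (1092 at an unadjusted p under 0.05; plain ANOVA also 0, with 1104), and 2 higher and 7 lower with array quality weights.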

The clusters differed primarily in the tightness of co-expression, especially in 2.5SY-raised flies. 

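Hayan, a serine protease of the melanization response, was highest in 1SY-raised and lowest in 0.25SY-raised males, with a log2 difference of 0.53 (standard error 0.113, adjusted p = 0.0173), and so was CG17107, with 0.86 (standard error 0.182, adjusted p = 0.0173). Skel had a log2 difference of 0.29 (standard error 0.0698, adjusted p = 0.0458) and CG32564 of 0.32 (standard error 0.0689, adjusted p = 0.0208). PheRS-m, the mitochondrial synthetase for phenylalanine, had 0.15 (standard error 0.0331, adjusted p = 0.0257). Of the 49 probe sets 20 had this order, 684 of 1868 with array quality weights and 361 of 1099 without the 6 arrays of lowest weight. Over all probe sets tested 3729 had it. The 4 remaining probe sets fell from 0.25SY-raised to 2.5SY-raised males.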

The second group (Clusters 10, 7, 8, 4 and 2) was notable for having the inverse expression profile of Group 1 (Fig. 4b). These clusters also differed primarily in the tightness of co-expression, again, especially in 2.5SY-raised flies. The third group consisted of only a single cluster (Cluster 9), which was the only cluster to show a (positive) expression correlation with increasing larval diet (Fig. 4b).

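Genes of testis and spermatogenesis, a list of 65 genes on the array, leaned towards lower expression in 1SY-raised than in 0.25SY-raised males. With all arrays 45 of 65 had a negative log2 difference, with a median of -0.08, and 0 passed in limma (0 also adjusted over the list alone). camera gave adjusted p = 0.000849, and adjusted p = 0.611 with an estimated correlation. With array quality weights 26 fell and 1 rose (45 fell adjusted over the list alone), with a median of -0.16 (camera, adjusted p = 5.75e-16, and adjusted p = 0.405 with an estimated correlation). Without the 6 arrays of lowest weight 26 fell and 1 rose (47 fell adjusted over the list alone), with a median of -0.17 (adjusted p = 5.45e-18, and adjusted p = 0.364 with an estimated correlation). Of the testis genes 20 were among the genes highest in 0.25SY-raised and lowest in 1SY-raised males with array quality weights, where 3.06 were expected for independent genes (Fisher's exact test, odds ratio 9.27, adjusted p = 2.22e-10). Of them 17 were without the 6 arrays of lowest weight (2.13 expected, odds ratio 10.9, adjusted p = 4.78e-10), and 0 with all arrays, where only 11 probe sets had this order. Fisher's test takes the genes as independent, so its p-values here do not allow for genes that move together. With blocks of provider numbers and all arrays 1 testis gene fell (2 adjusted over the list alone). Relative to the arrays of the same adult diet and age, the mean log2 value of the list was 0.09 ± 0.127 (SD, n = 22 arrays) in 0.25SY-raised, -0.06 ± 0.129 (n = 23) in 1SY-raised and -0.02 ± 0.159 (n = 24) in 2.5SY-raised males, without the 3 arrays that stood apart by their labels.

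**Figure D3:**
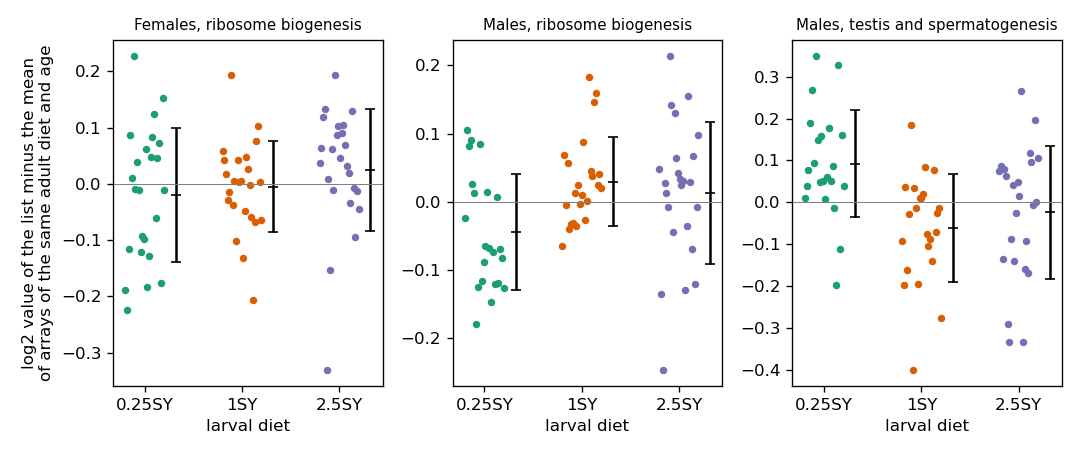
Mean log2 value of a list minus the mean of the arrays of the same adult diet and age (y axis) by larval diet (x axis), 1 point per array, with the mean and SD beside the points, for ribosome biogenesis in females and males and for testis in males. The 3 old male arrays that stood apart by their labels are not drawn. Testis genes lie at 0.09 in 0.25SY-raised and -0.06 in 1SY-raised males, and ribosome biogenesis at -0.05 and 0.03.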

Comparing the male clusters to tissue-specific gene expression data from the FlyAtlas database [35] showed that three of the male clusters (C1, C3, and C5 - all in Group 1) were highly enriched for (1) transcripts exclusively expressed in the testes (hypergeometric test: all *p*-values <0.0001; Additional file 6: S2), (2) transcripts most differentially expressed in the testes relative to the whole body, and (3) transcripts most highly expressed in the testes in the FlyAtlas data set (all *p*-values <0.01). The GO terms associated with these clusters also overlap with those enriched for transcripts highly expressed in the testes in FlyAtlas (C1: 100% overlap, C3: 67% overlap, C5: 96% overlap; Additional file 6: S2). Thus a substantial amount of the long-term effect of larval diet on the transcriptome in males is in genes with testes-specific expression and function, and may explain why we identified considerably less genes affected by larval diet in females (that have no testes). The two remaining clusters in Group 1 (Clusters 6 and 11) show no evidence of tissue-specific expression and are solely annotated with the GO terms neurological system process (C6) and intracellular non-membrane bound organelle (C11; Additional file 1: S1). The second group of clusters (Clusters 10, 7, 8, 4 and 2; Fig. 4b), included most of the remaining transcripts (818 transcripts). None of these clusters showed any significant overlap with genes with testes-specific expression (all *p*-values >0.94), nor with any other tissue. They were enriched for GO terms related to mitochondrial ribosomes (C4), serine-type peptidase activity (C7), transcription (C8), and the break-down of peptidoglycan bonds and immune function (C10; all terms in Additional file 6: S2). 

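Mitochondrial ribosomal proteins leaned upwards in 1SY-raised against 0.25SY-raised males: 62 of 69 had a positive log2 difference with all arrays, with a median of 0.07, though 0 passed in limma (0 adjusted over the list alone). With the 6 arrays of lowest weight left out 20 rose (37 adjusted over the list alone), and with array quality weights 30. Of 20 RNA polymerase subunits 1 rose with all arrays, Polr2L, with 0.20 (standard error 0.0465, adjusted p = 0.0308). 8 rose without the 6 arrays of lowest weight (14 adjusted over the list alone). Of 13 peptidoglycan recognition and lysozyme genes 1 rose, GNBP2, with 0.18 (standard error 0.0447, adjusted p = 0.0491) (5 adjusted over the list alone). Of 27 midgut serine peptidases 0 rose and 0 fell, and 22 had a negative difference. Of 35 proteasome genes 13 rose and 4 fell without the 6 arrays of lowest weight. camera with all arrays gave adjusted p = 4.78e-06 for mitochondrial ribosomal proteins, 0.000201 for polymerases, 0.000428 for peptidoglycan genes and 0.00106, downwards, for serine peptidases. With an estimated correlation each became adjusted p = 0.611. Among the genes highest in 1SY-raised and lowest in 0.25SY-raised males, array quality weights placed 16 mitochondrial ribosomal proteins (Fisher's exact test, adjusted p = 2.70e-06), 13 of 35 proteasome genes (adjusted p = 2.20e-07), 6 polymerase subunits (adjusted p = 0.00256) and 4 peptidoglycan genes (adjusted p = 0.0154). With all arrays, where only 20 probe sets had this order, 0 mitochondrial ribosomal proteins had this place. Fisher's test takes the genes as independent, so its p-values here do not allow for genes that move together.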

The lack of overlap in GO terms among these clusters suggests that they represent an array of different processes.

The third expression profile we identified consisted of one cluster (Cluster 9; Fig. 4b) that contained transcripts whose expression increased with increasing larval diet (Cluster 9; 232 transcripts, Fig. 4b). It was not enriched for tissue-specific transcripts (Additional file 6: S2) and was annotated with 56 GO terms related to ribosome structure, function, and regulation, as well as to other aspects of transcription and translation including tRNA metabolic activity and RNA polymerase activity (Table 3). Furthermore, it contained sub-units of all three eukaryotic RNA polymerases’ (RpII140, RpI135, RpIII128 and RpI1). 

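Ugt36F1, a UDP-glycosyltransferase, rose from 0.25SY-raised to 2.5SY-raised males, with a log2 difference of 0.48 (standard error 0.0863, adjusted p = 0.005). CG7296 had 0.54 (standard error 0.102, adjusted p = 0.00642) and CG6337 0.50 (standard error 0.0939, adjusted p = 0.00642). The zinc transporter Zip89B and CG7016 passed for larval diet, and their difference in this contrast was 0.38 (standard error 0.0913, adjusted p = 0.0726) and 0.31 (standard error 0.0717, adjusted p = 0.0594). Of the 49 probe sets 14 had means in the rising order, as had 2939 of all probe sets tested. The order held 330 of 1868 with array quality weights, 185 of 1099 without the 6 arrays of lowest weight and 121 without the array that had a female profile. It held 2 with blocks of provider numbers and 4 with arrays centred on their medians. Between 2.5SY-raised and 0.25SY-raised males 15 probe sets were higher and 4 lower, 367 and 133 with array quality weights and 145 and 53 without the 6 arrays. With all arrays the lower ones are CG42360, CG12123 and Snp, at -0.21, -0.15 and -0.13, and 1 probe set paired with no gene, at -0.25, all named after their values were seen.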

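The subunits of RNA polymerases I and III that the paper names had positive differences between 2.5SY-raised and 0.25SY-raised males, and none passed with all arrays. Polr3B (RpIII128) had a log2 difference of 0.11 (standard error 0.0512, adjusted p = 0.475), Polr1B (RpI135) 0.12 (standard error 0.0958, adjusted p = 0.811) and Polr1A (RpI1) 0.06 (standard error 0.0839, adjusted p = 0.927). With array quality weights Polr3B passed (0.13, adjusted p = 0.0432). No probe set paired with RpII140 alone was found here, so it was not assessed. Of 20 polymerase subunits 11 rose when adjusted over the list alone without the 6 arrays of lowest weight. Ribosome biogenesis genes leaned the same way: 50 of 69 were positive with a median of 0.04, and 0 passed in limma (0 adjusted over the list alone; camera, adjusted p = 0.122, and adjusted p = 0.915 with an estimated correlation). With array quality weights 5 rose (19 adjusted over the list alone). With the 6 arrays of lowest weight left out 0 passed (19 adjusted over the list alone), the median was 0.08 and camera gave adjusted p = 2.65e-09 (adjusted p = 0.309 with an estimated correlation). Between 1SY-raised and 0.25SY-raised males without these arrays 15 of them rose and 1 fell, and 9 of 30 aminoacyl-tRNA synthetases rose and 2 fell. Of the 11 genes the paper names in its clusters 0 passed (2 adjusted over the list alone), and since the study chose them on these samples they are not independent evidence.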

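The genes that rose with larval diet in females, such as eIF6 and GluProRS, were compared with those that rose in males, such as Ugt36F1 and CG6337. With all arrays 8 probe sets in females and 11 in males rose from 0.25SY to 1SY to 2.5SY and passed between 2.5SY and 0.25SY, and 0 were shared (Fisher's exact test, one-sided, p = 1, with 0.00469 expected). Array quality weights gave 24 in females and 257 in males with 0 shared (0.329 expected, exact p = 1), and without the 6 arrays of lowest weight 6 and 109 with 0 shared (0.0348 expected, p = 1). With so few shared probe sets expected, the lists of rising probe sets are too short to test the overlap. Taking any order of the means, 34 probe sets in females and 15 in males were higher in 2.5SY-raised than in 0.25SY-raised flies with 0 shared, and with array quality weights 40 and 367 with 4 shared (0.782 expected, odds ratio 5.62, exact p = 0.00755). Without the 6 arrays of lowest weight these were 6 and 145 with 0 shared (exact p = 1).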

The probe composition of this cluster overlapped significantly with that of female cluster 3 (Hypergeometric test; *p* < 0.0001), which showed a similar response to larval diet. The overlapping genes were *CDKAL1-like*, *CG32409*, *CG6769*, *Notchless* (nle) and *Elongator complex protein 2* (elp2). 

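Elp2, a subunit of the Elongator complex that modifies tRNAs, was higher in 2.5SY-raised than in 0.25SY-raised females by 0.20 (standard error 0.0442, adjusted p = 0.0323), but did not pass without the 6 arrays of lowest weight (adjusted p = 0.0756). With blocks of provider numbers 0 of 11 Elongator and tRNA modification genes passed in females (4 adjusted over the list alone), while 10 were positive, with a median of 0.07 against 0.09 without them (camera, adjusted p = 1.56e-05, and adjusted p = 0.0541 with an estimated correlation). In males Elp2 had 0.16 (standard error 0.0531, adjusted p = 0.257), and it passed there with array quality weights (0.16, adjusted p = 0.0338) and not without the 6 arrays (adjusted p = 0.0699). CG6550, the Drosophila CDKAL1-like gene for a tRNA-modifying enzyme, had 0.09 (standard error 0.0248, adjusted p = 0.123) in females and 0.14 (standard error 0.0493, adjusted p = 0.263) in males. In males it passed with array quality weights (0.11, adjusted p = 0.0251) and without the 6 arrays of lowest weight (0.13, adjusted p = 0.0308). Nle, a factor of large subunit assembly, had 0.12 (standard error 0.0311, adjusted p = 0.0827) in females and 0.10 (standard error 0.059, adjusted p = 0.65) in males. CG6769 had 0.10 (standard error 0.0261, adjusted p = 0.0827) in females, where it passed with array quality weights (0.10, adjusted p = 0.0427), and 0.10 (standard error 0.044, adjusted p = 0.442) in males. CG32409 had 0.10 (standard error 0.0392, adjusted p = 0.313) in females and 0.03 (standard error 0.082, adjusted p = 0.975) in males. All 10 differences were positive, but the study chose these genes on these samples, so their signs are not independent evidence. With all arrays Elp2, CG6769 and CG32409 were highest in 1SY-raised males. Between 2.5SY-raised and 1SY-raised males they had -0.01, -0.02 and -0.03, and none passed.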

All five of these genes are either annotated with GO terms related to ribosome biogenesis and function (ribosome biogenesis: CG32409; ribosomal large subunit biogenesis: CG6769) or are known to play crucial roles in ribosome biogenesis (nle; [36, 37]) or in transcription and translation (elp2; [38, 39]) (CDKAL-1; [40]). Furthermore, of the seven GO terms associated with female Cluster 3, four were also associated with male Cluster 9. These terms were ncRNA metabolic process, ncRNA processing, ribosome biogenesis, and ribonucleoprotein complex biogenesis (Table 3). Taken together, these results suggest that the up-regulation of genes involved in ribosome biogenesis and transcription and translation is an effect of increasing larval diet shared by both sexes.

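Relative to the arrays of the same adult diet and age, the mean log2 value of the ribosome biogenesis genes in females was -0.02 ± 0.119 (SD, n = 24 arrays) in 0.25SY-raised, -0.01 ± 0.0810 in 1SY-raised and 0.03 ± 0.109 in 2.5SY-raised flies. In males it was -0.05 ± 0.0854 (n = 22), 0.03 ± 0.0649 (n = 23) and 0.01 ± 0.104 (n = 24), without the 3 arrays that stood apart by their labels. In a fit of both sexes together the effect of larval diet differed between females and males for 3 probe sets. Array quality weights gave 83, and leaving out the 6 arrays of lowest weight 34. Larval diet itself passed for 12 probe sets in females and 49 in males. With so few called, a low count of differences does not show that the sexes respond alike. From the overlap of the female and male clusters in genes and in gene ontology terms, the paper proposes that larval diet raises genes of ribosome biogenesis, transcription and translation in both sexes.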

## Discussion

### *Phenotypic responses to developmental diet in Drosophila melanogaster follow the silver spoon hypothesis*

Our first aim in this study was to determine the nature of the relationship between developmental and adult diet in fruit flies, particularly with respect to the silver spoon [10], programming [41], and predictive adaptive response hypotheses [12]. The former predicting that developmental diet will have a similar effect on adult phenotypes across environments, while the two latter hypotheses predict that the effect will depend on the degree of mismatch between the predicted and actual adult conditions. Our finding that all larval diets show a similar response to adult dietary conditions, particularly in terms of virgin lifespan and early fecundity, is most consistent with the predictions of the silver spoon hypothesis. In fact, we see that flies raised on the different larval diets differ only in their average performance, with 0.25SY-raised flies tending to live longer (Fig. 2a,b) and reproduce more in early life (Fig. 2e), than those raised on the 2.5SY larval diet.

Importantly, adult diet explained considerably more variation than larval diet for both phenotypes (Fig. 2) and gene expression (Fig. 3; Table 2). Thus while larval diet does result in long-term changes in phenotypes and gene expression, extensive plasticity is maintained into adulthood. This suggests that there is no evolutionary advantage to inflexibly “setting” a phenotype to predicted adult conditions in *D. melanogaster*, especially because environmental conditions may be unpredictable throughout the life course of individuals. Rather, it is more likely that the effect of developmental diet on adult phenotypes is due to the persistence of changes that either increased fitness during development, or were unavoidable consequences of a (sub-optimal) developmental environment. Such explanations have also been proposed as alternatives to the PAR hypothesis as applied to humans [42, 43], and are supported by several studies in human cohorts (e.g. [44, 45]). In any case, the absence of PARs in flies does not give any direct information about their plausibility in humans, however, the mechanisms underlying the effect may be similar, even if the adaptive significance of the response differs.

### Long-term effects of larval diet on the transcriptome

Despite the lack of evidence for PARs, we identified long-term effects of larval diet on the transcriptome (Table 2). 

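Genes that respond to a match of the diets would differ between flies kept on their larval diet and flies moved to another. In females 401 probe sets did, of which 51 were higher and 350 lower in the groups with equal larval and adult diet (limma). In males 1 did: Gr59a, a gustatory receptor, was higher in the matched groups by 0.33 (standard error 0.0616, adjusted p = 0.0390), with 885 probe sets at an unadjusted p under 0.05. Its mean log2 values of 4.86 in the matched and 4.53 in the other groups are near background: with probe sets of a mean below 5 left out, 0 passed (limma, 467 at an unadjusted p under 0.05). The female genes InR, Gart, Chchd2 and nAChRalpha2 belong to the interaction of larval and adult diet, of which this contrast is a part. The female count was 820 with array quality weights, 29 without the 6 arrays of lowest weight, 20 with blocks of provider numbers, 229 with quantile normalization repeated and 0 without replicates 2 and 3 of middle-aged females on 0.25SY at both stages (limma, 2067 at an unadjusted p under 0.05). The male count was 0 under the plain ANOVA (902 at an unadjusted p under 0.05), and also 0 without the 6 arrays of lowest weight (limma, 827).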

Given our use of whole flies such effects could be due to any combination of changes in the relative size or function of tissues (e.g. [22–24]), and/or long-term changes in gene expression regulation [46]. Changes in relative tissue size seem especially plausible in the case of the genes we identify with testes-specific expression (Fig. 4b; Clusters C1, C3 and C5). The relative size of the genital arch in *Drosophila melanogaster* is known to decrease as the quality of developmental diet increases [24, 47]. If such effects extend to internal sexual organs such as the testes, this could give rise to the changes in whole-body gene expression we observe. Because we used whole bodies, a relative up-regulation of testes-specific genes would by definition mean a relatively smaller proportion of non-testes mRNA in the whole body pool. This is one potential explanation for the nearly perfect inverse expression profile of the Group 2 clusters relative to Group 1 (which contains C1, C3 and C5; Fig. 4b). These clusters may simply reflect the “down-regulation” of other processes as a result of up-regulation of testes specific genes or relatively larger testes. This is supported by the lack of similarly in GO annotation between the Group 2 clusters, suggesting that they represent a variety of functions (Additional file 6: S2).

The holometabolous nature of *D. melanogaster* suggests another potential mechanism that could translate developmental diet into late-life changes in gene expression: the carry over of larval tissues into adulthood. While it was long thought that all larval tissues were histolysed during development, it is becoming increasingly clear that certain tissues survive pupation and are carried over into adulthood. These tissues include the visceral musculature of the gut [48], the larval fat body [49–51], the malpighian tubules [52], and some neurons [53, 54]. While the larval fat body dissociates and does not persist past the first week of adulthood [50, 51], it is possible that the other tissues or (stem) cells of those tissues are maintained across the lifespan and thus their gene expression and size may depend on developmental conditions. It bears further enquiry to see whether the carry over of larval tissues plays a role in mediating the long-term effects on gene-expression. If so, this provides a potentially more useful parallel to the human case, where tissues are constructed during development and persist throughout the lifespan.

While the effect of larval diet on adult phenotypes was consistent in sign across adult environments and across sexes, most of the transcripts affected by larval diet show no linear relationship with the phenotypes, either because they were involved in an interaction with adult diet, age or both (Additional file 2: S4 to Additional file 4: S6), or because they showed a main effect of larval diet, but not in a direction consistent with the phenotypic effect of diet. For example, ten of the eleven transcript clusters affected by larval diet in males were characterised by intermediate expression in flies raised on the rich larval diet, while in terms of phenotypes, these flies were both most short-lived (males and females) and least fecund (females). This suggests that if the expression of these transcripts is related to lifespan then the relationship between their expression and lifespan is non-linear and complex (e.g. [55–57]).

The ability to infer that the relationship between these 10 transcript clusters and lifespan must be non-linear, if such a relationship exists at all, is a consequence of including three diets in our design. Had we included only two in a classical case-control analysis we would have reached contrasting conclusions on the relationship between gene expression and lifespan for these ten clusters. For example if we used 0.25SY and 1SY-raised flies only, it would have been logical to infer that the genes up and down-regulated in 0.25SY-raised flies relative to 1SY contribute to the phenotypic differences observed between the two, however, had we compared 1SY to 2.5SY, we would have concluded that the relationship between expression levels and phenotypic values was in the opposite direction. The risk of such misguided interpretation in a two-factor design strongly warrants the inclusion of three or more environments, especially when attempting to establish a causal relationship between measures of molecular and/or genetic variation and life history traits (e.g. lifespan, ageing).

We chose to analyze the transcriptomes of virgin, rather than mated females in order to maximize our chances of detecting a clear signature of developmental diet in the adult transcriptome. We rationalized that because the effects of larval diet are more pronounced for virgin, than for mated lifespan (Fig. 2) we would be more likely to detect long-term changes in gene expression. However, understanding whether these results also apply to mated flies is an important area for further study*.* Mating induces differential expression of more than 1700 transcripts in females [58], with more than 500 transcripts affected in the female reproductive tract alone [59]. Since the relative expression of these transcripts changes with time since mating, these changes can induce considerable noise in transcriptome data when samples are taken at time points based on the proportion of the cohort remaining (as in our study). Since mating is a key element of an organism’s life history, it will be important to test whether the gene expression changes we observe for virgin flies can also be detected in mated flies.

### Larval diet affects the expression of transcripts related to ribosomes and translation in both sexes across the lifespan

The consistent effect of larval diet on phenotypes across adult diets and in both sexes suggests that the simplest relationship between gene expression and phenotype is through consistent effects of larval-diet on gene expression across adult diets and in both sexes. Indeed, we identified a single cluster of transcripts showing a linear relationship with larval diet in both sexes (Females C3, Males C9; Fig. 4). Expression of genes in both of these clusters increases with increasing larval diet, across adult diets and age classes, and is thus negatively correlated with the observed lifespan differences (Fig. 4). Furthermore, these clusters have significant overlap in probe composition and shared similar GO annotation, both clusters being enriched for terms relating to ribosomes and ncRNA processing (Table 2), with the male cluster also being enriched for many other terms related to transcription and translation (Table 2). Given the ubiquitous and high expression of ribosomes, accounting for approximately 50% of total transcription [60, 61] and the essential roles of transcription and translation in cellular homeostasis, changes in the regulation of these processes across the lifespan may have important consequences for phenotypes, particularly lifespan. Indeed, in model organisms (primarily flies, yeast, and worms) down-regulation or knock out of ribosomal sub-units results in increased lifespan [62–67], while dysregulation of protein biogenesis machinery is a driver of replicative aging in yeast [68]. Furthermore, down-regulation of translation through the knock-out of various translation initiation factors increases lifespan [64, 69–71].

In eukaryotes, rDNA is typically present in multi-copy arrays, spread across the genome, and only a fraction of the copies in an array are expressed at any given time. Intriguingly, several recent studies, ranging from yeast to mice, have found that diet or nutrient sensing pathways such as TOR can have long-term effects not only on ribosomal expression [61], and methylation [72], but also on copy number [61, 73]. For example, Jack et al., 2015 [73] recently demonstrated that ribosomal copy number in budding yeast is regulated by the TOR pathway, such that increased signaling, indicating nutritional plenty, results in increased rDNA copy number, thereby providing a mechanism linking external nutrient availability to rDNA copy number [73]. In mice, the offspring of dams fed protein-restricted diets throughout gestation and weaning maintain increased rDNA methylation levels into adulthood. This methylation is associated with transcriptional repression and suggests that epigenetic modification of the rDNA array may present yet another way to adjust ribosome expression to nutrient levels, in this case by decreasing mRNA expression in the face of protein restriction [72]. Finally, in *D. melanogaster* increasing levels of dietary yeast during development lead to increased expression of ribosomal RNA genes during development [61] followed by increased rDNA instability and loss of rDNA copies in adults [61]. The loss of rDNA copies is associated with the loss of heterochromatic induced silencing [74] and the loss of heterochromatin in turn de-represses RNA synthesis and decreases lifespan in *Drosophila* [66]. Intriguingly, a very recent study has shown that *D. melanogaster* lifespan can also be programmed by dietary exposure even when the exposure takes place as late as early adulthood. Dobson et al., 2017 [75] showed that a high-sugar diet in early adulthood lead to an irreversible decrease in lifespan, even if diets were quickly changed to lifespan-extending conditions, however, in this case the effect appeared to be mediated by dFOXO.

Taken together, these findings suggest that there is considerable potential for lifespan and gene expression to be set through nutritional conditions experienced early in life, and that this may be mitigated by changes in the expression and modulation of rDNA, potentially as an adaptive way to tune the energetically expensive task of ribosome biogenesis to available energy levels. Our finding that the expression of ribosome and transcription related genes is influenced by larval diet across the lifespan, and that the expression of these genes is negatively correlated with lifespan adds additional support to this theory. Given the simplicity of *Drosophila* as a model system, further research can delve into which nutrient sensing pathways play a role in our particular situation, as both the TOR and insulin signaling pathways have been implicated in the studies discussed above. Furthermore, while we have diluted both sugar and yeast (e.g. protein) simultaneously, additional studies that pinpoint the relative role of each macronutrient in modulating long-term changes in gene expression can further guide research. Such work should be performed within a life history framework as transcription and translation are vital processes that allow flies, and organisms in general, to sustain fitness in their natural environments.

## Conclusions

Here we addressed how developmental and adult diet affect adult phenotypes and gene expression in the fruit fly. We found that for the most part larval and adult diet exert independent effects on the phenotype and on gene expression, and thus there is no evidence for Programming or Predictive Adaptive Responses operating in *Drosophila melanogaster*. Furthermore, adult diet explained considerably more variation in gene expression and phenotypes than larval diet, indicating that flies retain extensive plasticity into adulthood, and this suggests that the long-term effects of developmental diet likely reflect the inability or lack of selection to erase such effects (“a ghost of developmental past”), rather than an adaptive response. We do find that some genes retain a legacy of developmental diet in their expression into middle and old-age. Many of these genes show no correlation with the observed phenotypic responses, however, in both sexes, we identify a cluster of genes whose expression is negatively correlated with the observed lifespan differences and which are enriched with terms related to transcription and translation, particularly with respect to ribosomes. Given several recent studies which show that the down-regulation of ribosomes and other aspects of transcriptional and translational machinery increase lifespan and that rDNA copy number can be influenced by developmental diet, these genes provide promising candidates for mediating the long-term effects of larval diet on lifespan in a laboratory setting. As these processes are highly conserved across the tree of life our results may be relevant for other species as well, including for humans.

## Methods

### Experimental design

To test the effect of mismatches between developmental and adult diet on lifespan, fecundity and gene expression, we raised flies from the laboratory stock population (S), described in May et al., (2015) [70], on three larval diets at a density of 100 eggs per vial. Upon emergence virgin adults were sexed and randomly distributed across these same diets in a three by three full factorial design (Fig. 1). The three diets, hereafter designated 0.25SY, 1SY, and 2.5SY differed only in the amount of sugar and yeast they contained. The 1SY diet was identical to the standard laboratory diet (70 g yeast, 100 g sugar, 20 g agar, 15 mL nipagine, and 3 mL propionic acid per liter of water), while the 0.25SY and 2.5SY diets contained 25% and 250% as much sugar and yeast as the 1SY diet, respectively.

In previous experiments we assessed the effects of these three diets on developmental traits [76]. Flies raised on the 0.25SY larval diet develop more slowly and are smaller as adults than those raised on the 1SY diet, while flies raised on the 2.5SY larval diet are intermediate between the two [76].

### Mated lifespan and fecundity

To assess mated lifespan and fecundity, flies were maintained in groups of five males and five females per vial with 20 replicate vials per treatment. Survival was measured three times per week, while fecundity was scored biweekly over two time periods: early fecundity (days 1 to 7 of adult life), when peak fecundity occurs, and late fecundity (days 7 to end of reproduction) when fecundity is steadily decreasing [77–79]. Fecundity was scored as realized fecundity – i.e. the number of eclosing adults per vial.

### Virgin lifespan and gene expression

To measure virgin lifespan and gene expression, we maintained 500 flies per combination of sex, larval diet and adult diet at a density of ten flies per vial (9000 flies total) and monitored their survival. When 10% and 90% of the cohort had died, 50 flies per combination of sex, larval and adult diet were flash-frozen for gene expression analysis.

We extracted RNA from whole bodies of five flies per replicate, with four replicates per combination of sex, larval diet, adult diet and age (4 replicates × 2 sexes × 3 larval diets × 3 adult diets × 2 ages = 144 arrays), using the Machery Nagel Nucleospin II kit (Machery and Nagel). Biotin labelling, cRNA synthesis, hybridization to Affymetrix *Drosophila* 2.0 GeneChips and array readouts were performed by ServiceXS (www.genomescan.nl).

All statistical analyses were performed using R [80]. Virgin and mated lifespan were analyzed using Cox proportional hazard regression models and fecundity was analyzed using a general linear model (GLM) with a Poisson distribution.

### Gene expression data pre-processing

Prior to normalization we assessed the quality of the arrays and identified outliers using the simpleaffy R package [81] and Principle Component Analysis [31]. Based on these results we excluded two female and four male samples from further analysis due to insufficient quality. These excluded samples were evenly distributed and thus no experimental group contained fewer than three biological replicates. Subsequently we performed background adjustment, quantile normalization and summarization using the robust multi-array average (RMA) algorithm [82] on the remaining 138 samples. We found that when males and female samples were normalized together, 92% of the variation in expression was due to sex, so we chose instead to normalize male and female samples separately to emphasize the effects of diet and age rather than ubiquitous and well-documented sex-specific differences [33]. We performed all subsequent analysis steps separately for each sex using R (version 3.0.0) and Bioconductor [83].

### Assessing the relative contribution of larval diet, adult diet, and age to variation in gene expression

To understand the major factors driving the variation in the transcriptome data we applied principal components analysis [PCA; 31] and principal variance components analysis [PVCA; 32]. PVCA is a supervised version of PCA that partitions the proportion of total variation attributable to treatment factors, and thus estimates the total variation in the gene expression data explained by larval diet, adult diet, age, and their interactions.

To understand the factors driving expression at a per probe level we fitted an ANOVA model to each expressed transcript following Ayroles et al., [33]. For each transcript the model partitioned the variation in expression between larval diet (L), adult diet (A), and age (T), as well as the interactions between these factors (L ^x^ A; L ^x^ T; A ^x^ T; L ^x^ T ^x^ A). We then filtered the data to obtain individual lists of genes affected by each of these factors at a False Discovery Rate of 0.05 [FDR; 34]. For all main effect gene lists (L, A, T) we applied an additional filtering step to remove genes that also showed a significant interaction with another factor. For example, the “L” gene list contains transcripts whose expression was significantly affected by larval diet at an FDR of 0.05, but with no significant interaction between larval diet and any other factors.

### Assessing expression differences between larval diets

We next grouped transcripts affected by larval diet into clusters of genes showing similar expression profiles by applying K-means clustering to the z-score transformed expression values for each sex and for each of the effects (L, L*T, L*A, L*T*A). We then addressed whether the clusters showed any evidence of shared biological function by applying three additional analysis steps to each cluster: first we assessed enrichment of gene ontology (GO) terms using DAVID v6.7 (The Database for Annotation, Visualization and Integrated Discovery; [84]). We focused on “GO FAT” terms, which eliminate term redundancy and increase specificity of gene ontology analysis. Second, we checked for over-representation of transcripts expressed only in particular tissues by using the FlyAtlas database which contains gene expression data from individual *Drosophila* tissues [35]. We filtered the FlyAtlas dataset to extract lists of genes that were exclusively expressed in a single tissue (Additional file 1: S1) and then checked for over-representation of tissue-specific lists in each of the clusters using a hypergeometric test. Finally, we checked for significant overlap in cluster composition between the sexes using a hypergeometric test.

## Additional files

Additional file 1: S1. Pairwise contrasts between larval diets per adult diet for male and female virgin and mated lifespan (Table). (PDF 142 kb)

Additional file 2: S4. Expression profiles of clusters of probes showing an interaction between larval diet and age in females (a) and males (b). Colour indicates larval diet (blue: 0.25SY, green: 1SY, red: 2.5SY) and the x-axis indicates larval diet and age (M-A: middle-aged and O: old). We identified five clusters in females (a) and four clusters in males (b), with no significant overlap between the male and female clusters, and with little significant GO annotation. These clusters revealed that the interaction between larval diet and age in both sexes was primarily due to 0.25SY-raised flies showing attenuated (males) or opposite (females) changes in expression with increasing age relative to 1SY and 2.5SY flies. In males, three of the clusters (C1,C2 & C4) were down-regulated with age in 1SY and 2.5SY-raised flies but up-regulated (C1 – proteasome complex, C4) or unchanging (C2– no annotation) in flies raised on the 0.25SY diet. The remaining cluster C3, was associated with the mitochondrial envelope and was down-regulated with age in 1SY and 2.5SY-raised flies, but relatively constant in 0.25SY-raised flies. In females, all clusters showed relatively little change in expression with age in 1SY and 2.5SY-raised flies, but down (C1,C2, C4) or up-regulation (C3,C5) in 0.25SY-raised flies. The only significant GO annotation was found for C3 (iron ion binding) and C4 (heme binding and terms relating to mitochondrial components and ATP synthesis). M-A: Middle-aged; O: Old age. Clusters of probes with similar expression profiles were identified using k-means clustering. * indicates number of significant GO terms associated with a cluster *:1 term, **: 2: to 9 terms,***: 10 or more terms. (PDF 841 kb)

Additional file 3: S5. Expression profiles of clusters of probes showing an interaction between larval diet and adult diet in males (a) and females (b). Colour indicates larval diet (blue: 0.25SY, green: 1SY, red: 2.5SY). In contrast to the genes affected by larval diet alone (L), there were many more probes showing L*A effects in females (770) than in males (140). In males, these probes broke down into six small clusters, only two of which (Clusters 4 and 5) had significant annotation. Cluster 4, which was up-regulated on the 1SY adult diet in 2.5SY-raised flies was annotated with responses to abiotic stimuli, particularly heat and oxygen, while cluster 5 which was down-regulated on the 1SY adult diet in 2.5SY-raised flies was associated with nucleobase metabolic processes. In females we identified three large clusters, two of which showed very distinct expression patterns and significant annotation. As with the “LT” clusters, these clusters were characterized by very similar expression patterns in 1SY and 2.5SY-raised flies, but distinct patterns in 0.25SY-raised flies. Cluster two was characterized by high expression on the 0.25SY adult diet for 1SY and 2.5SY-raised flies, but low expression in 0.25SY-raised flies. It was strongly associated with visual perception, circadian rhythm, regulation of behaviour, and metal ion transport. Cluster three was characterized by low expression on the 0.25SY adult diet for 1SY and 2.5SY-raised flies, but higher expression in 0.25SY-raised flies. This cluster was associated with nucleotide binding and female reproduction. Clusters of probes with similar expression profiles were identified using k-means clustering. * indicates number of significant GO terms associated with a cluster *:1 term, **: 2: to 9 terms,***: 10 or more terms. (PDF 2348 kb)

Additional file 4: S6. Expression profiles of clusters of probes showing an interaction between larval diet (colour), adult diet (x-axis) and age in males (a) and females (b). Colour indicates larval diet (blue: 0.25SY, green: 1SY, red: 2.5SY), and the panels are split into middle age (M-A) and old-age (O). In males we identified six clusters of which only two possessed significant GO annotation – C4: endoplasmic reticulum and C5: post-mating behaviour. Clusters C1, C4 and C6 are characterized by distinct expression profiles for each larval diet across adult diets at middle-age, which are then inverted in old age, while clusters C3 & C5 are characterized by inversions in expression profiles across adult diets in age classes in 2.5SY-raised flies only. Finally, C2 shows distinct expression profiles in middle-age for 0..25SY & 1SY-raised flies, but no clear expression pattern in other ages or in 2.5SY-raised flies. In females, we identified five clusters each of which displayed distinct expression profiles and only two of which were annotated with GO terms (C3 and C5). As opposed to the males, we saw no evidence of inversion of responses to adult diet with increasing age. Cluster 3, which is associated with peptidase activity shows a distinct expression profile in old-aged flies raised on the 2.5SY larval diet, while cluster 5, which is associated with various terms relating to immune function and development, also shows a distinct expression profile in old-aged flies raised on the 2.5SY larval diet, as well as in middle-aged flies raised on the 0.25SY larval diet. Clusters of probes with similar expression profiles were identified using k-means clustering. * indicates number of significant GO terms associated with a cluster *:1 term, **: 2: to 9 terms,***: 10 or more terms. (PDF 4145 kb)

Additional file 5: S3. Tabbed excel file of hypergeometric tests of overlaps in probe composition between male and female clusters (Tabs 1 to 4) and for overlap in cluster probe composition with tissue-specific probe lists mined from FlyAtlas (Tabs 5 to 12). (XLSX 84 kb)

Additional file 6: S2. Tabbed Excel File of results of ANOVA analysis per probe in females (Tab. 1), Males (Tab. 2). Cluster membership in both sexes (Tab. 3). Tissue-specific gene lists mined from FlyAtlas for females (Tab. 4) and for males (Tab. 5). Significant GO term annotation of all clusters (Tab. 6). Number of overlapping GO terms between tissue-specific gene lists and clusters in females (Tab. 7) and males (Tab. 8). (XLSB 3739 kb)

## Abbreviations

A: Adult diet
GLM: General linear model
GO: Gene ontology
L: Larval diet
PAR: Predictive adaptive response
PC: Principal component
PCA: Principal component analysis
PVCA: Principal variance components analysis
RMA: Robust multi-array average
SY: Sugar-yeast
T: Age

## References

[1] Stearns SC (1992). The evolution of life histories.

[2] Roff DA. Life history evolution. Sunderland: Sinauer associates; 2001.

[3] Tu MP, Tatar M (2003). Juvenile diet restriction and the aging and reproduction of adult drosophila melanogaster. Aging Cell.

[4] Skorupa DA, Dervisefendic A, Zwiener J, Pletcher SD (2008). Dietary composition specifies consumption, obesity, and lifespan in *Drosophila melanogaster*. Aging Cell.

[5] Solon-Biet SM, McMahon AC, Ballard JWO, Ruohonen K, Wu LE, Cogger VC, Warren A, Huang X, Pichaud N, Melvin RG (2014). The ratio of macronutrients, not caloric intake, dictates cardiometabolic health, aging, and longevity in ad libitum-fed mice. Cell Metab.

[6] Schlichting C, Pigliucci M. Phenotypic evolution: a reaction norm perspective. Sunderland: 1998.

[7] Lindström J (1999). Early development and fitness in birds and mammals. Trends Ecol Evol.

[8] Monaghan P (2008). Early growth conditions, phenotypic development and environmental change. Philosophical Transactions of the Royal Society B: Biological Sciences.

[9] Chown SL, Hoffmann AA, Kristensen TN, Angilletta MJ, Stenseth NC, Pertoldi C (2010). Adapting to climate change: a perspective from evolutionary physiology. Clim Res.

[10] Grafen A. On the uses of data on lifetime reproductive success. In: Reproductive success. Edited by Clutton-Brock TH. Chicago: University of Chicago Press; 1988: 454–471.

[11] Fernandez-Twinn DS, Ozanne SE (2006). Mechanisms by which poor early growth programs type-2 diabetes, obesity and the metabolic syndrome. Physiol Behav.

[12] Gluckman PD, Hanson MA (2004). The developmental origins of the metabolic syndrome. Trends in Endocrinology & Metabolism.

[13] Gluckman PD, Hanson MA, Beedle AS (2007). Early life events and their consequences for later disease: a life history and evolutionary perspective. Am J Hum Biol.

[14] Madsen T, Shine R (2000). Silver spoons and snake body sizes: prey availability early in life influences long-term growth rates of free-ranging pythons. J Anim Ecol.

[15] Van de Pol M, Bruinzeel LW, Heg D, Van der Jeugd HP, Verhulst S (2006). A silver spoon for a golden future: long-term effects of natal origin on fitness prospects of oystercatchers (*Haematopus ostralegus*). J Anim Ecol.

[16] Lee TM, Zucker I (1988). Vole infant development is influenced perinatally by maternal photoperiodic history. Am J Physiol Regul Integr Comp Physiol.

[17] Barker D, Winter P, Osmond C, Margetts B, Simmonds S (1989). Weight in infancy and death from ischaemic heart disease. Lancet.

[18] Barker D, Thornburg K (2013). The obstetric origins of health for a lifetime. Clin Obstet Gynecol.

[19] Bateson P, Gluckman P, Hanson M (2014). The biology of developmental plasticity and the predictive adaptive response hypothesis. J Physiol.

[20] Gluckman PD, Hanson MA. The fetal matrix: evolution, development and disease. Cambridge: Cambridge University press; 2005.

[21] Shingleton A (2011). Evolution and the regulation of growth and body size. Mechanisms of life history evolution.

[22] Emlen DJ (1997). Diet alters male horn allometry in the beetle *Onthophagus acuminatus* (Coleoptera: Scarabaeidae). Proc R Soc Lond B Biol Sci.

[23] Jannot JE, Bruneau E, Wissinger SA (2007). Effects of larval energetic resources on life history and adult allocation patterns in a caddisfly (Trichoptera: Phryganeidae). Ecological Entomology.

[24] Shingleton AW, Estep CM, Driscoll MV, Dworkin I (2009). Many ways to be small: different environmental regulators of size generate distinct scaling relationships in *Drosophila melanogaster*. Proc R Soc B Biol Sci.

[25] Burdge GC, Hanson MA, Slater-Jefferies JL, Lillycrop KA (2007). Epigenetic regulation of transcription: a mechanism for inducing variations in phenotype (fetal programming) by differences in nutrition during early life?. Br J Nutr.

[26] Burdge GC, Lillycrop KA (2010). Nutrition, epigenetics, and developmental plasticity: implications for understanding human disease. Annu Rev Nutr.

[27] Lillycrop KA, Phillips ES, Jackson AA, Hanson MA, Burdge GC (2005). Dietary protein restriction of pregnant rats induces and folic acid supplementation prevents epigenetic modification of hepatic gene expression in the offspring. J Nutr.

[28] Fellous S, Lazzaro BP (2010). Larval food quality affects adult (but not larval) immune gene expression independent of effects on general condition. Mol Ecol.

[29] Etges WJ, de Oliveira C, Rajpurohit S, Gibbs AG (2016). Preadult life history variation determines adult transcriptome expression. Mol Ecol.

[30] Magwere T, Chapman T, Partridge L (2004). Sex differences in the effect of dietary restriction on life span and mortality rates in female and male *Drosophila melanogaster*. J Gerontol Ser A Biol Med Sci.

[31] Pearson K (1901). LIII. On lines and planes of closest fit to systems of points in space. The London, Edinburgh, and Dublin Philosophical Magazine and Journal of Science.

[32] Bushel P: pvca: Principal variance component analysis (PVCA). In*.*, vol. R Package Version 1.6.0, R package version 1.6.0 edn; 2013.

[33] Ayroles JF, Carbone MA, Stone EA, Jordan KW, Lyman RF, Magwire MM, Rollmann SM, Duncan LH, Lawrence F, Anholt RRH (2009). Systems genetics of complex traits in *Drosophila melanogaster*. Nat Genet.

[34] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol.

[35] Chintapalli VR, Wang J, Dow JAT (2007). Using FlyAtlas to identify better *Drosophila melanogaster* models of human disease. Nat Genet.

[36] Ulbrich C, Diepholz M, Baßler J, Kressler D, Pertschy B, Galani K, Böttcher B, Hurt E (2009). Mechanochemical removal of ribosome biogenesis factors from nascent 60S ribosomal subunits. Cell.

[37] Le Bouteiller M, Souilhol C, Beck-Cormier S, Stedman A, Burlen-Defranoux O, Vandormael-Pournin S, Bernex F, Cumano A, Cohen-Tannoudji M (2013). Notchless-dependent ribosome synthesis is required for the maintenance of adult hematopoietic stem cells. J Exp Med.

[38] Otero G, Fellows J, Li Y, de Bizemont T, Dirac AMG, Gustafsson CM, Erdjument-Bromage H, Tempst P, Svejstrup JQ (1999). Elongator, a multisubunit component of a novel RNA polymerase II holoenzyme for transcriptional elongation. Mol Cell.

[39] Glatt S, Müller CW (2013). Structural insights into elongator function. Curr Opin Struct Biol.

[40] Wei F-Y, Suzuki T, Watanabe S, Kimura S, Kaitsuka T, Fujimura A, Matsui H, Atta M, Michiue H, Fontecave M (2011). Deficit of tRNA(Lys) modification by cdkal1 causes the development of type 2 diabetes in mice. J Clin Invest.

[41] Ozanne SE, Hales CN (2004). Lifespan: catch-up growth and obesity in male mice. Nature.

[42] Rickard IJ, Lummaa V (2007). The predictive adaptive response and metabolic syndrome: challenges for the hypothesis. Trends in Endocrinology & Metabolism.

[43] Wells JCK (2012). A critical appraisal of the predictive adaptive response hypothesis. Int J Epidemiol.

[44] Hayward AD, Lummaa V (2013). Testing the evolutionary basis of the predictive adaptive response hypothesis in a preindustrial human population. Evolution, Medicine, and Public Health.

[45] Hayward AD, Rickard IJ, Lummaa V (2013). Influence of early-life nutrition on mortality and reproductive success during a subsequent famine in a preindustrial population. Proc Natl Acad Sci.

[46] Harrison PW, Wright AE, Zimmer F, Dean R, Montgomery SH, Pointer MA, Mank JE (2015). Sexual selection drives evolution and rapid turnover of male gene expression. Proc Natl Acad Sci.

[47] Tang HY, Smith-Caldas MSB, Driscoll MV, Salhadar S, Shingleton AW (2011). FOXO regulates organ-specific phenotypic plasticity in drosophila. PLoS Genet.

[48] Klapper R (2000). The longitudinal visceral musculature of *Drosophila melanogaster* persists through metamorphosis. Mech Dev.

[49] Nelliot A, Bond N, Hoshizaki DK (2006). Fat-body remodeling in Drosophila melanogaster. Genesis.

[50] Aguila JR, Suszko J, Gibbs AG, Hoshizaki DK (2007). The role of larval fat cells in adult *Drosophila melanogaster*. J Exp Biol.

[51] Aguila JR, Hoshizaki DK, Gibbs AG (2013). Contribution of larval nutrition to adult reproduction in *Drosophila melanogaster*. J Exp Biol.

[52] Riddiford LM (1993). Hormones and drosophila development. The development of Drosophila melanogaster.

[53] Lee T, Lee A, Luo L (1999). Development of the drosophila mushroom bodies: sequential generation of three distinct types of neurons from a neuroblast. Development.

[54] Marin EC, Watts RJ, Tanaka NK, Ito K, Luo L (2005). Developmentally programmed remodeling of the drosophila olfactory circuit. Development.

[55] Qu Y, Xu S (2006). Quantitative trait associated microarray gene expression data analysis. Mol Biol Evol.

[56] Lebedeva G, Yamaguchi A, Langdon SP, Macleod K, Harrison DJ (2012). A model of estrogen-related gene expression reveals non-linear effects in transcriptional response to tamoxifen. BMC Syst Biol.

[57] Meyer E, Aspinwall MJ, Lowry DB, Palacio-Mejía JD, Logan TL, Fay PA, Juenger TE (2014). Integrating transcriptional, metabolomic, and physiological responses to drought stress and recovery in switchgrass (***Panicum virgatum****L.*). BMC Genomics.

[58] McGraw LA, Clark AG, Wolfner MF (2008). Post-mating gene expression profiles of female *Drosophila melanogaster* in response to time and to four male accessory gland proteins. Genetics.

[59] Mack PD, Kapelnikov A, Heifetz Y, Bender M (2006). Mating-responsive genes in reproductive tissues of female *Drosophila melanogaster*. Proc Natl Acad Sci U S A.

[60] Warner JR (1999). The economics of ribosome biosynthesis in yeast. Trends Biochem Sci.

[61] Aldrich JC, Maggert KA (2015). Transgenerational inheritance of diet-induced genome rearrangements in drosophila. PLoS Genet.

[62] Kaeberlein M, Powers RW, Steffen KK, Westman EA, Hu D, Dang N, Kerr EO, Kirkland KT, Fields S, Kennedy BK (2005). Regulation of yeast replicative life span by TOR and sch9 in response to nutrients. Science.

[63] Chiocchetti A, Zhou J, Zhu H, Karl T, Haubenreisser O, Rinnerthaler M, Heeren G, Oender K, Bauer J, Hintner H (2007). Ribosomal proteins rpl10 and rps6 are potent regulators of yeast replicative life span. Exp Gerontol.

[64] Curran SP, Ruvkun G (2007). Lifespan regulation by evolutionarily conserved genes essential for viability. PLoS Genet.

[65] Steffen KK, MacKay VL, Kerr EO, Tsuchiya M, Hu D, Fox LA, Dang N, Johnston ED, Oakes JA, Tchao BN (2008). Yeast life span extension by depletion of 60S ribosomal subunits is mediated by gcn4. Cell.

[66] Larson K, Yan S-J, Tsurumi A, Liu J, Zhou J, Gaur K, Guo D, Eickbush TH, Li WX (2012). Heterochromatin formation promotes longevity and represses ribosomal RNA synthesis. PLoS Genet.

[67] McCormick Mark A, Delaney Joe R, Tsuchiya M, Tsuchiyama S, Shemorry A, Sim S, Chou Annie C-Z, Ahmed U, Carr D, Murakami Christopher J (2015). A comprehensive analysis of replicative lifespan in 4,698 single-gene deletion strains uncovers conserved mechanisms of aging. Cell Metab.

[68] Janssens GE, Meinema AC, González J, Wolters JC, Schmidt A, Guryev V, Bischoff R, Wit EC, Veenhoff LM, Heinemann M (2015). Protein biogenesis machinery is a driver of replicative aging in yeast. eLife.

[69] Chen D, Pan KZ, Palter JE, Kapahi P (2007). Longevity determined by developmental arrest genes in *Caenorhabditis elegans*. Aging Cell.

[70] Pan KZ, Palter JE, Rogers AN, Olsen A, Chen D, Lithgow GJ, Kapahi P (2007). Inhibition of mRNA translation extends lifespan in *Caenorhabditis elegans*. Aging Cell.

[71] Hansen M, Taubert S, Crawford D, Libina N, Lee S-J, Kenyon C (2007). Lifespan extension by conditions that inhibit translation in *Caenorhabditis elegans*. Aging Cell.

[72] Holland ML, Lowe R, Caton PW, Gemma C, Carbajosa G, Danson AF, Carpenter AAM, Loche E, Ozanne SE, Rakyan VK (2016). Early-life nutrition modulates the epigenetic state of specific rDNA genetic variants in mice. Science.

[73] Jack CV, Cruz C, Hull RM, Keller MA, Ralser M, Houseley J (2015). Regulation of ribosomal DNA amplification by the TOR pathway. Proc Natl Acad Sci.

[74] Paredes S, Maggert KA (2009). Ribosomal DNA contributes to global chromatin regulation. Proc Natl Acad Sci.

[75] Dobson AJ, Ezcurra M, Flanagan CE, Summerfield AC, Piper MDW, Gems D, Alic N (2017). Nutritional programming of lifespan by FOXO inhibition on sugar-rich diets. Cell Reports.

[76] May CM, Doroszuk A, Zwaan BJ (2015). The effect of developmental nutrition on life span and fecundity depends on the adult reproductive environment in *Drosophila melanogaster*. Ecology and Evolution.

[77] Robertson FW, Sang JH (1944). The ecological determinants of population growth in a drosophila culture. I. Fecundity of adult flies. Proc R Soc Lond B Biol Sci.

[78] Sgro MC, Partridge L, editor: Joseph T: Evolutionary responses of the life history of wild & caught Drosophila melanogaster to two standard methods of laboratory culture. Am Nat 2000, 156(4):341–353.

[79] Novoseltsev VN, Arking R, Carey JR, Novoseltseva JA, Yashin AI (2005). Individual fecundity and senescence in drosophila and medfly. J Gerontol A Biol Sci Med Sci.

[80] Team RC (2013). R: a language and environment for statistical computing.

[81] Wilson C, Miller C (2005). Simpleaffy: a BioConductor package for affymetrix quality control and data analysis. Bioinformatics.

[82] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[83] Gentleman R, Carey V, Bates D, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol.

[84] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protocols.

How the deposited data were processed for this re-analysis (not part of the article)

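RNA of whole virgin flies was measured on Affymetrix Drosophila 2.0 arrays, with 5 flies per array and 4 arrays per group. The 216 arrays cover 3 larval diets, 3 adult diets and both sexes at 3 ages, which makes 54 groups. The ages are 1 day, middle age (when 10% of a cohort had died) and old age (90%). Sex, age, both diets and the replicate number of every array come from the sample labels. The paper reports on the 2 later ages, with 72 arrays per sex, and the 36 arrays per sex of 1-day-old flies appear only in the closing section and in checks of labels.

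The log2 values were made by the authors with RMA, as deposited with 1 value per probe set: background correction, quantile normalization and a summary of the probes. The methods describe this step on each sex separately, after 2 female and 4 male arrays had been left out. The deposited table holds all 216 arrays, and whether it was normalized per sex or over all arrays is not stated. The excluded arrays are not named, and the probe-level files were not used here. The values reach 15.09, and 0 are missing. RMA values have no read depth: dim probe sets lie close to background, where differences are compressed, so a filter that kept probe sets with a mean log2 value of at least 5 was tried.

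The table has 18952 probe sets. After 183 control probe sets were left out, 18769 were tested. Each was paired with the gene symbols of the platform annotation: 13647 with 1 symbol, 402 with several and 4720 with none. For 13544 the symbol was brought to that of the Release 6 plus ISO1 MT annotation through its Entrez identifier, which was used for names only. Where 1 probe set stands for a gene, it is the brightest of those paired with that gene alone, and 11983 genes had one.

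limma 3.58.1 in R 4.3.3 fitted larval diet, adult diet, age and all interactions to the 72 arrays of each sex, with sum-to-zero contrasts. Each term had a moderated F-test with Benjamini-Hochberg adjustment over the 18769 probe sets and a threshold of 0.05. As in the paper, a main effect was counted only where no interaction with that factor passed. Pairwise contrasts of the marginal means were tested for all probe sets in the same fit. The larval diet lists were sorted by the order of their 3 marginal means and by K-means of z-scores (100 starts, 4 clusters in females and 11 in males). Matched groups (equal larval and adult diet) were compared with the others by 1 contrast. PVCA used lme4 1.1.37 on the leading components up to 60% of the variance and at least 3. The spread of component scores between levels of a factor was tested with 100000 permutations.

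The genes named were chosen by a rule: the 10 with the largest difference in each list of larval diet, adult diet and age, the 5 with the largest F of each interaction, up to 4 members of each gene list described and up to 2 that go the other way, every gene the paper names, and Yp1 and Mst84Da as controls of the sex labels. Of the genes the paper names, RpII140, RpL18 and RpL22 had no probe set found that is paired with them alone. The 27 gene lists were written down by name, and camera compared each with all other genes at a preset inter-gene correlation of 0.01. An estimated correlation was the alternative, and the counts per list were also adjusted over the list alone. This rule, the lists, the contrasts and most other settings tried were fixed before the data were examined. The overlap between the sexes used Fisher's exact test with all probe sets tested as background.

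The settings fixed in advance were an ANOVA without moderation, the filter on dim probe sets, quantile normalization repeated per sex, arrays centred on their medians, limma's array quality weights, the replicate number as a block, blocks of 24 of the provider's sample numbers, and each replicate left out in turn. They also included 1 probe set per gene, the mean of all probe sets of a gene, main effects counted with interactions kept, other PVCA and K-means settings and a fit of all 3 ages. The provider numbers are those in the sample titles, 11 arrays with numbers above 256 formed a block of their own, and no date of processing was used. Settings chosen after seeing the data left out the 6 arrays of lowest weight, the male array with a female profile, 2 arrays of middle-aged females on 0.25SY at both stages, single arrays, and the arrays of largest deviation from their group. Replicate numbers do not pair arrays across groups, as the closing section shows. No array is left out of the values given with all arrays.

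The analysis was tested on simulated data of the same size and spread, with 200 changed probe sets per term and size. Of probe sets whose larval diet means differed by a range of 0.5, 96% were called in females and 91% in males at the later ages, and at a range of 0.2, 57.5% and 53.5%. For larval diet by adult diet in females the shares were 92.5% and 27.5%. With 4 arrays per group, differences under about 0.2 are thus called in part only. Among all simulated calls 2.60% to 7.53% were false over the terms, sexes and ages. The simulated noise was independent between probe sets, so this share need not hold for the real arrays. There 1 regrouping of larval diet in females gave 2135 calls for larval diet by adult diet. limma's adjusted p-values at the later ages rest on the spread within groups, pooled over the 72 arrays of a sex. The arrays of a group are pools of flies from 1 cohort. This spread therefore holds no difference between separately reared cohorts, and the p-values do not allow for one.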

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

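The regroupings of the arrays, the blocks of provider numbers, the comparison with maturity and the eggshell covariate were tests set before their results were seen. The tests of wrong labels, mixed or degraded RNA, pairs of arrays of 1 group and ovary share, and every setting that leaves out named arrays, were chosen after the result was seen.

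Flies that were 1 day old, which the paper does not analyse, differed by larval diet and by adult diet. In females 7732 probe sets passed for larval diet and 1189 for adult diet, and in males 1500 and 401 (7163, 901, 282 and 108 with blocks of provider numbers). The interaction of the diets gave 0 in both sexes (limma; 1095 in females and 2381 in males at an unadjusted p under 0.05; the ANOVA also 0, with 1004 and 2268). A test over all 3 ages found a larval diet effect that changed with age for 5977 probe sets in females and 149 in males, and with array quality weights for 6899 and 1161. At 1 day it differed between the sexes for 6479 probe sets and the adult diet effect for 776, and with array quality weights for 6968 and 1248.

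At middle and old age, 1 fit of both sexes found effects that differed between them for 3 probe sets with larval diet, 8744 with adult diet and 4842 with age. Array quality weights gave 83, 9574 and 7302, and leaving out the 6 arrays of lowest weight 34, 8922 and 6126. Within a sex, the adult diet effect differed between middle and old age for 5077 probe sets in females and 48 in males, and the larval diet effect for 1 in males, DnaJ-1.

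Component scores of single arrays lay far from those of their group. Of 108 groups of 4 scores (3 components) 10 had 1 array whose gap to the nearest of the others, relative to the range, was above Dixon's critical value, and chance alone gives about 1 in 20 groups. On PC1 these were, for females, middle age, larval 2.5SY, adult 1SY, replicate 1 at -4.54, and for old males larval 0.25SY, adult 1SY, replicate 3 at -44.3, larval 0.25SY, adult 2.5SY, replicate 1 at 215, and larval 1SY, adult 0.25SY, replicate 1 at 72.6. On PC2 they were, for females, middle age, larval 2.5SY, adult 1SY, replicate 4 at -24.7 and old age, 2.5SY at both stages, replicate 2 at 32.6, and for old males larval 0.25SY, adult 1SY, replicate 3 at -39.2 and larval 0.25SY, adult 2.5SY, replicate 1 at -35.1. On PC3 they were old females, larval 2.5SY, adult 0.25SY, replicate 2 at 10.3 and old males, larval 1SY, adult 2.5SY, replicate 4 at -6.72. The 3 old male arrays on PC1 are those that stood apart by tissue genes or age.

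Regrouping the arrays of a factor within the groups of the others (100 groupings, the real one included) gave these comparisons of the real count with the highest of the others. Single arrays were regrouped, so only a chance assignment of arrays to groups was tested. A chance difference between the cohorts that the groups came from was not tested and cannot be excluded. A chance assignment of arrays can be excluded in females for larval diet (12 against 1), adult diet (5532 against 2) and age (4654 against 2491). The same holds for adult diet by age (5077 against 1) and all 3 factors (115 against 19). It can be excluded at 1 day for larval diet (7732 against 356) and adult diet (1189 against 62). In males it can be excluded for larval diet (49 against 4, and 1099 against 1 without the 6 arrays of lowest weight), adult diet (2536 against 1), age (7688 against 1), larval diet by adult diet (4 against 1) and adult diet by age (48 against 1). At 1 day the male counts were 1500 against 1 and 401 against 2. Larval diet by age in males, all 3 factors in males and the male matched contrast had 1 probe set, a count that 3, 2 and 2 of the 100 groupings reached. Chance cannot be excluded where the real count is 0, which all 100 groupings reached: larval diet by age in females (highest other 1223) and the interaction of the diets at 1 day (724 in females, 1 in males). For larval diet by adult diet in females 3 of 100 groupings, the real one included, reached the real count of 675, and another grouping gave 2135. Since a regrouping can give a longer list than the real labels, chance is not taken as excluded for this list. The female contrast of matched against mismatched diets (401 against 4) is a part of this interaction. In it 0 probe sets passed without replicate 1, 2 or 3, so chance is not taken as excluded there either. The regroupings did not keep the blocks of provider numbers, so they say nothing of an effect of these blocks. With the blocks in the model female larval diet gave 0, larval diet by adult diet 102 and matched diets 20.

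The 3 old male arrays that disagreed with their labels had no partner out of place (1 of 216 arrays was nearest to a group of the other sex), and no biological explanation was tested for them. For larval 0.25SY, adult 2.5SY, replicate 1 the tables argue against some female RNA in a sample of males, since its testis mean lay at -3.0 relative to the lowest other old male array, and against degraded RNA, since its actin 3' minus 5' difference of 2.34 lay within 2.12 to 3.38. A sample of females under a wrong label stays a candidate explanation: the array correlated at 0.997 with a group of old females. Old female arrays reached 0.987 to 0.997 with their own groups. The array of larval 0.25SY, adult 1SY, replicate 3 may hold 1-day-old males under a wrong label (0.997 with such a group). Arrays of 1-day-old males reached 0.995 to 0.998 with their own groups. For larval 1SY, adult 0.25SY, replicate 1 RNA of both sexes in 1 sample stays a candidate explanation, and other sources were not tested. Eggshell genes were high (8.33, others 5.61 to 7.74). The testis mean was 8.35 (others 8.91 to 9.70), which a small female share would leave in place and a large one would lower. Its osk value was 12.42, where the other old males reached 6.64 and old females ran from 12.78 to 13.66. The sperm gene Mst84Da was at 11.48, against 12.34 to 12.99 in the other old males and at most 6.20 in old females.

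The female list of larval diet by adult diet (675 probe sets) depended on a few arrays and moved with egg production. Without replicates 2 and 3 of middle-aged females on 0.25SY at both stages 2 probe sets passed and without its other pairs 73 to 2050, where the pairs of the other groups left 6 (replicates 1 and 4 of old females on 0.25SY at both stages) to 2180. So 2 arrays of 1 group as the source and a response shared by all 4 arrays of 0.25SY-raised females on 0.25SY adult food cannot be told apart, since a group with a pair left out has 2 arrays and other pairs also lower the count that far. More RNA from late egg chambers in some arrays stays open: with the eggshell and yolk mean of each array as a covariate 2 probe sets passed, and since that mean is itself expression, it may stand for a larger ovary or for more egg production at the same size. A response of egg production to the pair of diets, in only some of the samples of a group, stays open and was not tested.

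In 1-day-old females larval diet affected 7732 probe sets, and 7163 with blocks of provider numbers, which argues against the order of the samples at the provider as its cause. Flies of different maturity at collection cannot be told apart from the diet: the effect correlated across probe sets at -0.129 with the male difference between 1 day and middle age (-0.142 to -0.0875 within single replicates), and the bound of 0 or below set against maturity was wrong, since 1SY-raised flies may be more or less mature. Fbp1 and Fbp2 of the larval fat body, higher by 2.02 and 2.50 in 1SY-raised females, go the other way than this correlation. A different share of ovary RNA may underlie part of it: the effect correlated across probe sets at 0.672 with the later female adult diet difference (0.505 to 0.631 within single replicates), and probe sets are not independent replicates. The larval diet itself, which may act through the ovary, stays open and was not tested apart from ovary share. For 1-day-old males the order of the samples at the provider stays open. With blocks of provider numbers they had 282 probe sets in place of 1500 for larval diet and 108 in place of 401 for adult diet.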

How the results depend on the processing

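The settings that leave out the 6 arrays of lowest weight, the male array with a female profile, 2 female arrays, each array in turn or the arrays of largest deviation were chosen after the result was seen. The other settings were planned. The cause was not tested for any change below, except where a setting tests fewer probe sets or arrays. Of the values given for named genes, 13594 kept their direction and side of the threshold under the planned settings, 1481 no longer passed, 48 came to pass and 8 changed direction. For gene lists these were 2860, 270, 95 and 10, and under the added settings 1927, 45, 21 and 1 for genes and 478, 31, 25 and 6 for lists. Main counts stayed within 1.5 times in 260 cases and left it in 118 under the planned settings, and in 33 and 23 under the added ones. Shares, correlations and other values stayed within the spread between replicates in 155 cases and left it in 11, and under the added settings in 51 and 5, with 2 that changed sign by more than it. Within it the male correlation of the 1SY against 0.25SY effect at 1 day and old age (0.0169) became -0.0456 without the 6 arrays of lowest weight and -0.0220 without the male array. The overlap of the rising lists of the sexes was 0 in 13 and 2 cases, with lists too short to test it. Counts near 0 leave the range by a few probe sets. Where limma gave 0 for matched diets, 467 to 1007 probe sets in males and 2067 to 3236 in females had an unadjusted p under 0.05. Signal over background limits the dim probe sets: 13645 of 18769 had a mean log2 value of at least 5 in females.

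Replicate numbers do not pair the arrays: the mean correlation between arrays of equal number, after group means were removed, ran from -0.00703 to 0.0150, and 18 of 72 female and 14 of 72 male arrays were closest to an array of their own number. With the number as a replicate block, larval diet gave 12 in females and 43 in males, and larval diet by adult diet 563 and 4.

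Without each replicate in turn, with 3 arrays per group left, female counts ran from 0 to 4 for larval diet (limma; 1142 and 1459 at an unadjusted p under 0.05 where it was 0), 5680 to 8438 for adult diet, 0 to 1288 for larval diet by adult diet, 1637 to 4872 for adult diet by age, 2 to 108 for all 3 factors, 0 to 3 for the rising order, 0 to 394 for matched diets and 481 to 918 for adult diet at 1 day. Male counts ran from 1 to 521 for larval diet, 1185 to 2515 for adult diet, 1 to 2 for larval diet by adult diet, 1 to 2 for larval diet by age, 1 to 19 for adult diet by age, 1 to 19 for all 3 factors and 0 to 72 for the rising order. They were 0 for matched diets each time, 581 to 985 for larval diet, 137 to 192 for adult diet and 0 to 4 for the interaction of the diets at 1 day. The PVCA residual ran from 21.1% to 26.7% in females, and the larval diet share from 2.22% to 5.19% in males. Some medians between larval diets changed sign when a replicate was left out. In males they ran, for 2.5SY against 0.25SY, from -0.186 to 0.119 for testis, -0.0545 to 0.413 for the glands, -0.327 to 0.0550 for eggshell, -0.178 to 0.0328 for the germline and -0.0216 to 0.0508 for oxidative phosphorylation. For 1SY against 0.25SY they ran from -0.0556 to 0.307 for the glands and -0.0126 to 0.0316 for oxidative phosphorylation. In females the glands ran from 0.0283 to 0.204 (2.5SY against 0.25SY) and mitochondrial ribosomal proteins from -0.0163 to 0.0196 (1SY against 0.25SY).

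Array quality weights moved larval diet to 40, larval diet by adult diet to 1080, all 3 factors to 208, the rising order to 25, matched diets to 820 and adult diet at 1 day to 2478 in females. In males they gave 1868 for larval diet, 4281 for adult diet, 400 for adult diet by age, 30 for all 3 factors, 19 for larval diet by age, 330 for the rising order, 2 for matched diets and 19 for the interaction of the diets at 1 day, and the male eggshell median between 2.5SY and 0.25SY larval diets became 0.0652. With blocks of provider numbers female larval diet and rising order fell to 0, larval diet by adult diet to 102 and matched diets to 20. In males these blocks gave 2 for larval diet by adult diet, 26 for adult diet by age, 2 for all 3 factors, 2 for the rising order, 0 for matched diets, 9 gene lists for larval diet, and 282 and 108 for larval and adult diet at 1 day. Quantile normalization repeated gave 23 for larval diet, 13 for the rising order and 229 for matched diets in females, and 76, 23 and, for the interaction of the diets at 1 day, 1 in males.

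With arrays centred on their medians adult diet at 1 day gave 2562 in females, and males had 28 for larval diet, 2 for larval diet by adult diet, 4 for the rising order, 0 for matched diets and 1 for the interaction of the diets at 1 day. In females this changed the sign of tud (0.00705), mRpL28 (0.00425), Vps25 (0.0219), TyrRS (0.0264) and Lon (0.0186) between 1SY and 0.25SY adult diets, of Hsc70-4 (0.00084) and RpL3 (0.00733) with age, and of eIF3h (0.0214) between these larval diets at 1 day. The filter on dim probe sets gave 13 for the rising order in females and a PVCA residual of 20.8% there, and in males 0 for matched diets and 0.131 for the correlation of the 2.5SY against 0.25SY effect at 1 day and old age. The plain ANOVA gave 13 for the rising order in females, and in males 3 for larval diet by age, 0 for matched diets and 0 probe sets with 0.25SY-raised males farthest. With 1 probe set per gene males had 2 for larval diet by adult diet and 8 for it at 1 day. A fit of 3 ages gave, at 1 day, 500 for adult diet and 6 for the interaction in females, and 71 for adult diet, 439 for larval diet and 3 for the interaction in males.

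With interactions kept, female main effects counted 10553 for adult diet and 8507 for age. An estimated inter-gene correlation left 1, 0 and 1 gene lists for larval diet, adult diet and age in females and 0, 1 and 0 in males. PVCA up to 50% and 75% of the variance gave residuals of 15.5% and 36.2% in females and 31.1% and 48.9% in males, and a male age share of 41.9% at 50%. Probe sets scaled to unit variance gave 5.63% for PC3 in females.

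Leaving out the 6 arrays of lowest weight gave females 35 for larval diet by adult diet, 27 for all 3 factors, 29 for matched diets and 29 probe sets with 0.25SY-raised females farthest. Males had 1099 for larval diet, 290 for adult diet by age, 6 for all 3 factors, 4 for larval diet by age, 185 for the rising order, 0 for matched diets, 0 with 0.25SY-raised males farthest, 261 in K-means clusters that rise with larval diet (20 with all arrays), 8.23% for PC2 and a PVCA residual of 35.5%. The correlations of the 2.5SY against 0.25SY effect at 1 day became 0.0184 in females with middle age and 0.0216 in males with old age, and the male medians between these larval diets 0.0322 for eggshell and -0.00412 for the glands. Without the male array with a female profile the counts were 1639 for larval diet, 105 for adult diet by age, 5 for all 3 factors, 121 for the rising order, 0 for matched diets and 0 in rising K-means clusters. PC3 held 8.15%, that correlation was 0.0575, Mst84Da became -0.20 on 1SY larval diet, and medians changed sign for eggshell (0.0495) and the glands (-0.0307) on 2.5SY and for the glands (-0.0345) and oxidative phosphorylation (-0.00131) on 1SY. Without 2 female arrays the counts were 2 for larval diet by adult diet, 16 for all 3 factors, 5 for the rising order, 0 for matched diets and 0 with 0.25SY-raised females farthest, and the female correlation with middle age was 0.102.

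Single arrays left out in turn moved all 3 factors in females between 45 (without old age, larval 2.5SY, adult 0.25SY, replicate 4) and 366 (without middle age, larval 0.25SY, adult 1SY, replicate 4), by more than 1.5 times for 11 of 72 arrays. In males they moved larval diet by adult diet between 2 and 5 (32 arrays), larval diet by age between 1 and 3 (6 arrays) and all 3 factors between 1 and 5 (8 arrays). Without the 2, 4 and 6 arrays per sex of largest deviation from their group, tried before the rule on weights, larval diet gave 9, 10 and 5 in females and 1770, 460 and 109 in males, and larval diet by adult diet 2, 444 and 356 in females.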

Differences from the paper's values

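The array quality weights and the other settings named first were set before the data were examined, and those that leave out named arrays were chosen after seeing the values. The counts use the paper's false discovery rate of 0.05 and its removal of probe sets with an interaction. The paper's fit is described as an ANOVA, and limma's moderated test was used here, with a plain ANOVA as an alternative. The 6 arrays the paper excluded are not named in its text, and all arrays are in the values given first.

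In females the paper gives 321 transcripts with a main effect of larval diet, 170 for larval diet by age and 464 for all 3 factors, against 12, 0 and 115 here (limma; 1337 for larval diet by age at an unadjusted p under 0.05, and 0 by plain ANOVA). None of the alternatives set before the data were examined reached the paper's values within 1.5 times. For larval diet in any term the paper's 1725 stands against 790, and array quality weights (1284) and the data without replicate 4 (1353) came within 1.5 times, while the others did not.

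In males the paper gives 1999 for larval diet, against 49 here. Of the alternatives set before the data were examined array quality weights came within 1.5 times (1868) and the others did not. Without the array that had a female profile, a setting chosen after seeing the values, the count was 1639, and how many of the paper's own transcripts it drops is not known. For larval diet by adult diet, larval diet by age, adult diet by age and all 3 factors the paper gives 140, 240, 806 and 288, against 4, 1, 48 and 1, and no alternative came within 1.5 times. For larval diet in any term the paper's 2667 stands against 53, with array quality weights (1918) within 1.5 times and the others not.

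The paper's male clusters with highest expression in 0.25SY-raised and lowest in 1SY-raised flies hold 1081 transcripts, against 11 here by the order of the means. Counted by this order, and not by K-means as in the paper, no alternative set before the data were examined came within 1.5 times. The setting without the array with a female profile did (847), chosen after seeing the values. The paper's clusters with highest expression in 1SY-raised males hold 818 transcripts and its rising cluster 232, against 20 and 14. These counts are also by the order of the means, which is not the same measure as the paper's K-means clusters. By it array quality weights (684 and 330) came within 1.5 times and the other alternatives set before the data were examined did not. The rising order held 185 without the 6 arrays of lowest weight, chosen after seeing the values. How many of the paper's own transcripts these settings drop is not known.

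The male PC2 holds about 8% of the variance in Fig. 3, read by eye, and 13.2% here. Without replicate 1 (10.0%), 2 (11.9%) or 3 (11.6%) it came within 1.5 times, and under the other alternatives set before the data were examined it did not. With the 6 arrays of lowest weight left out, chosen after seeing the values and after the shares were seen to match, PC1, PC2 and PC3 held 27.0%, 8.23% and 6.87%, which match the figure. Without the array with a female profile, also chosen after seeing the values, PC2 held 11.0%.

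Some statements of the paper about genes and directions also differ or are not testable here. The paper reports a significant overlap of the rising clusters of the sexes. The lists here are too short to test it: 8 probe sets in females and 11 in males (0 shared, 0.00469 expected), 24 and 257 with array quality weights (0 shared, 0.329 expected) and 6 and 109 without the 6 arrays (0 shared, 0.0348 expected). In any order of the means, array quality weights gave 4 shared probe sets among 40 and 367 (0.782 expected, Fisher's exact test, p = 0.00755), and 0 were shared with all arrays (34 and 15) and without the 6 arrays (6 and 145). Of the genes it names as shared, Elp2 passed in females (0.20), and array quality weights also called Elp2 (0.16) and CG6550 (0.11) in males and CG6769 (0.10) in females. The 6 arrays of lowest weight left out, chosen after seeing the values, called CG6550 in males (0.13) in it and did not call Elp2 in either sex (adjusted p = 0.0756 in females and 0.0699 in males). Between 1SY-raised and 0.25SY-raised males without these arrays limma called Elp2 (0.15, adjusted p = 0.0391), CG6769 (0.10, adjusted p = 0.0408) and CG6550 (0.11, adjusted p = 0.0289). CG32409 and Nle passed in none of these settings, and all were positive in both sexes. Of the cytosolic ribosomal proteins it names, RpL3 and RpL34a did not pass in females with all arrays, and RpL7-like passed with array quality weights (0.12). RpL18 and RpL22, which it also names, were not assessed, as no probe set paired with them alone was found. Of the RNA polymerase subunits it names, Polr3B passed between 2.5SY-raised and 0.25SY-raised males with array quality weights (0.13). Polr1A and Polr1B did not (limma, adjusted p = 0.0525 and 0.0764). Between 1SY-raised and 0.25SY-raised males Polr1A passed with these weights (0.12, adjusted p = 0.0168) and without the 6 arrays (0.10, adjusted p = 0.0478). Polr3B also passed in both settings (adjusted p = 0.0313 and 0.0440), and Polr1B in neither. With all arrays none of these subunits passed in either contrast.

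The paper states that PC2 separates males on the 0.25SY adult diet, and with all arrays adult diet accounted for 7.36% of the spread of PC2 (permutation p = 0.0724). With the 6 arrays of lowest weight left out, chosen after seeing the values, it accounted for 35.0%. It reports male clusters enriched for transcripts that FlyAtlas places in the testis, which is not the same measure as the 65 testis genes listed here. With all arrays 11 probe sets were highest in 0.25SY-raised and lowest in 1SY-raised males, too few to compare, and 0 of the 65 genes were among them. The list of this order held 20 of the 65 with array quality weights and 17 with the 6 arrays left out.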

Other observations

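Of what follows, only the settings that leave out named arrays were chosen after the result was seen. At 1 day of age Fbp1, the receptor through which the fat body takes up larval serum proteins, and Fbp2, made in the same tissue, were higher in 1SY-raised than in 0.25SY-raised males by 3.74 (standard error 0.383, adjusted p = 8.11e-08) and 3.88 (standard error 0.448, adjusted p = 6.78e-07), and in females by 2.02 (standard error 0.291, adjusted p = 7.42e-07) and 2.50 (standard error 0.322, adjusted p = 1.03e-07). The storage protein Lsp2 was higher by 1.57 (standard error 0.161, adjusted p = 8.11e-08) in males and 0.88 (standard error 0.32, adjusted p = 0.0248) in females. With these 3 genes as a list the median was 3.74 in males (camera, adjusted p = 6.96e-10, and adjusted p = 0.00173 with an estimated correlation) and 2.02 in females (adjusted p = 0.0834 and 0.441, which did not pass). Between 2.5SY-raised and 0.25SY-raised flies it was 2.63 in males (adjusted p = 1.60e-06 and 0.0228) and 1.37 in females (adjusted p = 0.0384 and 0.385). Ilp8, a relaxin-like peptide that coordinates growth of larval tissues, was higher in 1SY-raised females by 1.88 (standard error 0.189, adjusted p = 1.44e-09), and fit, a peptide expressed in the fat body of the head, in 1SY-raised males by 1.82 (standard error 0.217, adjusted p = 1.03e-06). MtnD, a metallothionein, changed by -2.11 (standard error 0.235, adjusted p = 8.40e-09) in females.

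In 1-day-old females genes of the germline were higher and those of muscle, eye and nerve lower after the 1SY than after the 0.25SY larval diet. Of 41 germline genes 30 rose and 1 fell (median 0.29), of 35 proteasome genes 27 rose and 1 fell, and of 69 ribosome biogenesis genes 39 rose and 3 fell. All 23 muscle genes fell (median -0.41), with 22 of 25 eye genes (-0.62), 18 of 22 neuronal genes (-0.55), 22 of 27 midgut serine peptidases (-0.28) and 54 of 77 genes of oxidative phosphorylation (-0.18). camera gave adjusted p = 9.23e-07, 4.11e-06 and 0.000582 for the lists that rose and 6.91e-14, 1.68e-09, 1.05e-07, 9.23e-07 and 8.32e-13 for those that fell. These became, with an estimated correlation, adjusted p = 0.332, 0.315, 0.519, 0.0887, 0.244, 0.14, 0.14 and 0.14. Over all probe sets the mean of the array medians was 6.73 in 1SY-raised and 6.83 in 0.25SY-raised females, and the medians of the lists here include this shift of -0.10. Of the 7732 probe sets with a larval diet effect 3882 were highest in 1SY-raised and lowest in 0.25SY-raised females, and 3128 the reverse.

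Genes of metabolism and of the clock leaned down in the same contrast. Of 19 genes of fatty acid synthesis and storage 13 fell and 1 rose (median -0.19, camera, adjusted p = 0.00086, and adjusted p = 0.0887 with an estimated correlation). Of 21 genes of insulin, TOR and sugar signalling 11 fell and 3 rose (median -0.15, adjusted p = 0.0274 and 0.332), and of 12 clock genes 8 fell and 3 rose (median -0.24, adjusted p = 0.0418 and 0.441). Of 13 genes of the Malpighian tubule 8 fell (median -0.30, adjusted p = 0.00149 and 0.0699), and 8 fell between 2.5SY-raised and 0.25SY-raised females (adjusted p = 1.17e-05 and 0.00325). In 1-day-old males 11 of 12 genes of carbohydrate digestion rose between 0.25SY and 1SY larval diets (median 0.45, adjusted p = 9.93e-18 and 0.00187) and 9 between 0.25SY and 2.5SY (adjusted p = 1.08e-09 and 0.0394), while 15 of 27 midgut serine peptidases fell and 1 rose (median -0.21, adjusted p = 2.56e-07 and 0.0624). Of 19 genes of fatty acid synthesis and storage 5 rose and 1 fell (adjusted p = 0.000835 and 0.0541). Insulin, TOR and sugar signalling and the clock did not pass in males (adjusted p = 0.854 and 0.854).

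Across the 18769 probe sets, which are not independent replicates, the 1SY against 0.25SY difference of larval diet in females correlated between 1 day and middle age at 0.403 (Pearson, and 0.474 Spearman) and between 1 day and old age at -0.355 (-0.437). For 2.5SY against 0.25SY the values were -0.134 (-0.158) and -0.353 (-0.448). In males they were 0.191 (0.166) and 0.0169 (-0.0617) for 1SY, and 0.182 (0.133) and 0.101 (0.0186) for 2.5SY. For 2.5SY the female value at middle age changed sign and the male value at old age moved when named arrays were left out, and for 1SY the male value at old age changed sign. No permutation test was run for these 8 correlations.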
